# Impact of inflammatory signaling on radiation biodosimetry: mouse model of inflammatory bowel disease

**DOI:** 10.1186/s12864-019-5689-y

**Published:** 2019-05-02

**Authors:** Sanjay Mukherjee, Evagelia C. Laiakis, Albert J. Fornace, Sally A. Amundson

**Keywords:** Inflammatory bowel disease (IBD), Biodosimetry, Gene expression, Inflammation, Mouse model

## Abstract

**Background:**

Ionizing Radiation (IR) is a known pro-inflammatory agent and in the process of development of biomarkers for radiation biodosimetry, a chronic inflammatory disease condition could act as a confounding factor. Hence, it is important to develop radiation signatures that can distinguish between IR-induced inflammatory responses and pre-existing disease. In this study, we compared the gene expression response of a genetically modified mouse model of inflammatory bowel disease (*Il10*^*−/−*^*)* with that of a normal wild-type mouse to potentially develop transcriptomics-based biodosimetry markers that can predict radiation exposure in individuals regardless of pre-existing inflammatory condition.

**Results:**

Wild-type (WT) and *Il10*^*−/−*^ mice were exposed to whole body irradiation of 7 Gy X-rays. Gene expression responses were studied using high throughput whole genome microarrays in peripheral blood 24 h post-irradiation. Analysis resulted in identification of 1962 and 1844 genes differentially expressed (*p* < 0.001, FDR < 10%) after radiation exposure in *Il10*^*−/−*^ and WT mice respectively. A set of 155 genes was also identified as differentially expressed between WT and *Il10*^*−/−*^ mice at the baseline pre-irradiation level. Gene ontology analysis revealed that the 155 baseline differentially expressed genes were mainly involved in inflammatory response, glutathione metabolism and collagen deposition. Analysis of radiation responsive genes revealed that innate immune response and p53 signaling processes were strongly associated with up-regulated genes, whereas B-cell development process was found to be significant amongst downregulated genes in the two genotypes. However, specific immune response pathways like MHC based antigen presentation, interferon signaling and hepatic fibrosis were associated with radiation responsive genes in *Il10*^*−/−*^ mice but not WT mice. Further analysis using the IPA prediction tool revealed significant differences in the predicted activation status of T-cell mediated signaling as well as regulators of inflammation between WT and *Il10*^*−/−*^ after irradiation.

**Conclusions:**

Using a mouse model we established that an inflammatory disease condition could affect the expression of many radiation responsive genes. Nevertheless, we identified a panel of genes that, regardless of disease condition, could predict radiation exposure. Our results highlight the need for consideration of pre-existing conditions in the population in the process of development of reliable biodosimetry markers.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5689-y) contains supplementary material, which is available to authorized users.

## Background

Chronic inflammation is a part of many human diseases [1]. Studies reveal that approximately 5–7% of the western population suffers from some sort of chronic inflammatory condition [1, 2]. Ionizing radiation is a known pro-inflammatory agent [3]. Thus, pre-existing inflammatory disease could potentially confound radiation biodosimetry approaches used for medical triage during a radiological event.

The inflammatory aspect of radiation has been studied extensively in recent years [4–7]. Radiation induced inflammation has previously been reported in the atomic bomb survivors [8]. Lately, there has been renewed interest in the role of inflammation in radiotherapy [5, 9]. On one hand, radiation-mediated immunotoxicity is one of the limiting factors for radiotherapy while on the other hand, radiation facilitated increased immunogenicity is being used to enhance tumor treatment [9–11]. Various factors govern the degree of inflammation after radiation exposure. Genetic background of an individual and preexisting disease conditions can greatly affect the outcome of a radiation exposure [12–14].

Any accidental or intentional large-scale radiological event will result in a large number of individuals requiring medical attention, which will require an effective biodosimetry tool for efficient distribution of medical resources [15, 16]. An individual with an underlying inflammatory condition could show heightened immune responses to radiation exposure and thus obscure some biodosimetry methods. Thus, it is necessary to consider the immune modulating effects of radiation and the potential impact of underlying inflammatory conditions in the development of effective biodosimetry tools for triage purposes.

Various biodosimetric methods have been proposed and evaluated for large-scale radiation exposure scenarios [16]. Gene expression represents an emerging approach to biodosimetry, and could provide estimates of absorbed dose and severity of radiation–induced injury [17–19]. It has been shown that genes involved in inflammation and immune response are among the strongest early responders following ionizing radiation exposure [18, 19]. In addition, radiation exposure triggers a long-lived inflammatory response, with up regulation of inflammatory markers and immune dysfunction that can persist for decades [3, 8].

In this study, we used *Il10*^*−/−*^, a mouse model of human inflammatory bowel disease (IBD), and compared its transcriptomic responses to radiation with those of normal wild-type (WT) mice. Interleukin (IL) 10 is a potent anti-inflammatory cytokine and plays a significant role in regulating the expression of Th1 cytokines, MHC mediated antigen presentation and antibody production from B-cells [20]. After radiation exposure, this cytokine plays an important role in regulating inflammation as well as free radical mediated damage in the neighboring non-exposed cells and tissues [21, 22]. In the absence of IL-10 cytokine, the *Il10*^*−/−*^ mice become highly susceptible to enteric bacterial pathogens, and show a heightened inflammatory response to pathogen infection [23, 24]. Similar to IBD patients, the *Il10*^*−/−*^ mice have been shown to have higher levels of IL23-producing macrophages, which through their interaction with circulating T-cells cause production of inflammatory cytokines [25]. In terms of radiation responses, *Il10*^*−/−*^ mice have been shown to readily develop colitis following a smaller dose of radiation compared to normal WT- mice [Unpublished data]. Thus, we have used this genotype to represent those individuals in the population who have an underlying chronic inflammatory condition that could potentially skew the results from gene expression based biodosimetry during mass triage after a radiation emergency. This study was undertaken as an initial investigation into the potential impact of chronic inflammation on gene expression based radiation biodosimetry markers.

## Methods

### Animals and irradiation

Wild-type (WT) C57BL/6 and *Il10*^*−/−*^ mice (B6.129P2-*Il10*^*tm1Cgn*^/J) were obtained from Jackson Laboratory and bred at Georgetown University as het x het. The study was conducted according to the Georgetown University Institutional Animal Care and Use Committee (IACUC). All the mice (including the WT) were housed in the same room with similar bedding, food, and water under specific pathogen- free (SPF) housing conditions. In addition, the experiment was conducted in the same time for all mice, minimizing the potential of microbiome alterations in the facility. Furthermore, no other mice besides the ones in this study were housed in that room during the time of the experiment. Male littermates between 8 and 10 weeks of age were whole body irradiated with 7 Gy X-rays using an X-Rad 320 X-ray machine (Precision X-ray Inc., Brandford, CT). Sham-irradiated control mice (0 Gy) were treated the same as the exposed animals except the source was not switched on. The dose was selected based on the LD_50/30_ value of WT-C57BL/6 mice (background strain for *Il10*^*−/−*^mice), of 8Gy for X-ray irradiation [26]. It was reduced slightly (7 Gy) as the *Il10*^−/−^ mice appeared in early experiments to be more sensitive to radiation. Mice were euthanized 24 h after irradiation using carbon dioxide inhalation followed by cervical dislocation, per IACUC standard procedures. Approximately ~ 0.4 ml blood was collected from each mouse using cardiac puncture method, into a 15 ml centrifuge tube containing 1.6 ml PAXgene Blood RNA stabilization and lysis solution (PreAnalytix GmBH, catalog # 762165), and mixed thoroughly. The tubes were then frozen at − 80 °C, and shipped to Columbia University for RNA isolation. At the time of sacrifice, a drop of blood was also collected in EDTA Microtainer® tubes (BD medical, catalog #365974) for complete blood counts (CBC) using a Genesis hematology system (Oxford Science). Blood samples from 8 animals were used for CBC analysis.

### RNA isolation

Blood samples in PAXgene solution were allowed to reach room temperature for 2 h before proceeding to RNA isolation. RNA was purified following the PAXgene RNA kit recommendations with on-column DNase I treatment. Globin RNA was reduced using the Ambion GLOBINclear-mouse/rat kit (Thermo Fisher Scientific). RNA yields were quantified using the NanoDrop ND1000 spectrophotometer (Thermo Fisher Scientific) and RNA quality was checked by the 2100 Bioanalyzer (Agilent). High quality RNA with an RNA integrity number of at least 7.0 was used for microarray hybridization.

### Microarray hybridization

For both genotypes, RNA isolated from control and irradiated mouse blood samples (*n* = 5) was labeled with Cyanine-3 (Cy3) using the One-Color Low-Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA) following manufacturer’s instructions. Study size (*n* = 5) was selected to provide 90% power to detect two fold changes, based on an analysis of our previous mouse microarray data using the methods of Lee and Whitmore [27]. A total of 100 ng of input RNA was used for each labeling process. The labeled RNA was purified using the RNAeasy mini kit (Qiagen). Purified RNA having a Cy3 specific activity more than 8 was used for microarray hybridization. A total of 1.65 μg of labeled RNA for each sample was fragmented and hybridized to mouse GE4x44 v2 microarrays (part no. G4846A; Agilent Technologies). The hybridization was carried out at 65 °C for 17 h in a hybridization oven followed by washing as recommended by the supplier (Agilent). Slides were scanned with the Agilent DNA microarray scanner (G2505B) and the images were analyzed with Feature Extraction software [v10.7] (Agilent) using default parameters for background correction and flagging non-uniform features.

### Microarray data analysis

Background corrected hybridization intensities were imported into BRB-ArrayTools, v. 4.3.2 (NCI, Biometric Research Branch, Bethesda, MD) [28] log2-transformed and median normalized. Non-uniform outliers or features not significantly above background intensity in 25% or more of the samples, as well as features not changing at least 1.5-fold in 20% or more of the samples were filtered out, giving 16,000 features that were used in subsequent analyses. The microarray data is available through the NCBI Gene Expression Omnibus (series no. GSE114142; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE114142).

BRB-Array Tools was used to identify genes that were differentially expressed after radiation exposure in WT and *Il10*^*−/−*^ mice. Genes with *P* < 0.001 and having a false-discovery rate of less than 10% as calculated using the Benjamini-Hochberg method were considered significantly differentially expressed.

### Class prediction

We used class prediction methods in BRB-Array Tools to select genes and build predictors of radiation exposure status. The greedy pairs method [29] for feature selection was used to identify the 12 top-performing pairs of genes for discrimination between irradiated and control samples using the wild-type data as the training set. Seven classification methods (compound covariate predictor, linear discriminant analysis, 1- and 3-nearest neighbors, nearest centroid, support vector machines, and Bayesian compound covariate predictor) were used with the selected feature sets to predict the irradiation status of the remaining test samples (*Il10*^*−/−*^). The percentage correct classification was calculated for each approach. The same approach was then repeated using the *Il10*^*−/−*^ data as the training set and the wild-type data as the test set.

### Gene ontology and network analysis

The lists of differentially expressed genes were analyzed using the functional annotation tool of the Database for Annotation Visualization and Integrated Discovery (DAVID; v 6.7) [30]. Gene ontology terms and biological functions with a Benjamini-corrected *P* value < 0.05 were considered significantly over-represented within a gene list. Genes that were significantly differentially expressed in the two mouse strains were also imported into Ingenuity Pathway Analysis (IPA from QIAGEN Inc., www.qiagen.com/ingenuity) software and analyzed using IPA Core analysis and Comparative Analysis Tools. IPA uses curated information on the published relationships between gene products to predict networks and association between genes in a list. The upstream regulator analysis specifically uses information about the relationship between the activity of potential upstream regulatory factors and the expression changes of the measured genes to make predictions on the regulatory status of the upstream molecule. IPA generates a z-score for each factor in the upstream regulator analysis and for prediction of activation or inhibition state of biological functions. The IPA default cutoff of z ≥ 2 was used to predict activation and z ≤ − 2 to predict inhibition.

### Quantitative real-time RT-PCR

Real-time quantitative RT-PCR (qRT-PCR) was performed for selected genes using Taqman chemistry and the ABI 7900 Real Time PCR System. The Globin cleared purified RNA from 5 control and irradiated animals was used for cDNA synthesis using the High-Capacity cDNA Archive Kit (Life Technologies). Gene expression assays (primer/probe sets) were purchased from Thermo Fisher for the following genes: *Ifit3* (Mm00366278_m1), *Ifit1* (Mm00365614_m1), *Cdkn1a (*Mm04205640_g1), *Aen* (Mm00471554_m1), *Gstt1* (Mm00492506_m1), *Il18r1* (Mm00515178_m1), *Ccng1* (Mm00438084_m1), *Alas1* (Mm001235914_m1), *Acsbg1* (Mm00547366_m1), *Cyp2b6* (Mn00456591_m1), *Actb* (Mm00607939_s1). The ΔΔCT method was used to calculate expression relative to controls, using normalization to Actb expression. Each reaction was run in triplicate with 5 control and 5 irradiated samples, and means were compared using an unpaired t-test.

## Results

### Effect of radiation on blood cell counts of WT and *Il10*^*−/−*^ mice

In the present study, we compared gene expression in the peripheral blood of WT and *Il10*^*−/−*^ mice with and without exposure to ionizing radiation. As different blood cell types have different susceptibility to radiation, we first analyzed the effect of radiation on blood cell counts in the two genotypes 24 h post irradiation.

The total number of white blood cells (WBC) and relative percentages of major blood cell population (i.e. lymphocytes, neutrophils and monocytes) is shown in Fig. 1. Overall, we found a decrease in WBC counts after radiation exposure, which was significant in WT, but not in *Il10*^*−/−*^*,* mice (Fig. 1a). Although post-irradiation WBC numbers were similar in both genotypes, the *Il10*^*−/−*^ controls showed a higher degree of variability. Analysis of different blood cellular components revealed significant decreases in the lymphocyte percentage in the blood of both WT and *Il10*^*−/−*^ mice after radiation exposure (Fig. 1b). There was an increase in neutrophil percentage 24 h after radiation exposure, which was statistically significant in WT mice (*P* < 0.01) but not in *Il10*^*−/−*^ mice (Fig. 1c). There was no significant difference in the blood monocyte percentages after radiation exposure in either genotype (Fig. 1d). Interestingly, we observed significant differences in the baseline percentage of neutrophils between WT and *Il10*^*−/−*^ mice pre-irradiation (Fig. 1c). In a separate experiment, we found that at a lower dose (2Gy) of radiation exposure, most of the decrease in the WBC counts had been recovered by Day 30 post irradiation in both genotypes (Additional file 1). We did not find any significant differences in red blood cell (RBC) and platelet counts after radiation exposure in WT or *Il10*^*−/−*^ mice.

**Fig. 1:**
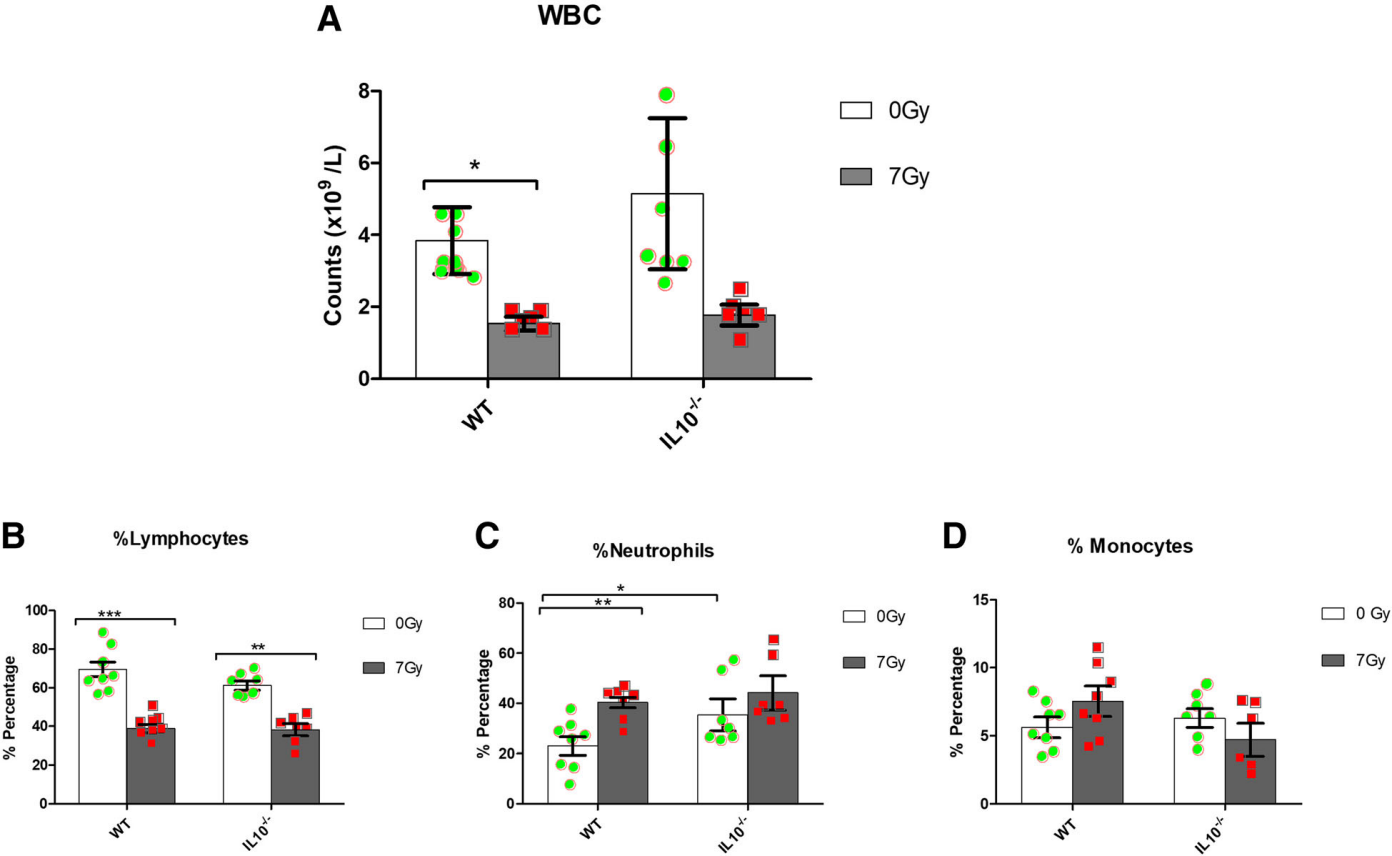
Total white blood cell count and percentages of different blood cell types in WT and *Il10*^−/−^ mice after 24 h of radiation exposure (7Gy). **a** Total WBC count **b** Lymphocyte (%) **c** Neutrophils (%) **d** Monocytes (%). Significant differences *P < 0.05; **P < 0.01; ***P < 0.001 (*n* = 8). Green circles (control) and red squares (irradiated) indicate values for individual animals of the respective genotype

### Baseline differences in gene expression between WT and *Il10*^*−/−*^ mice

In order to detect baseline differences in gene expression between the two genotypes we performed class comparison analysis using BRB-ArrayTools [28]. 

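Blood RNA was hybridised to 20 single-colour Agilent mouse arrays, 5 in each of 4 groups: mice labelled WT and mice labelled *Il10*-/-, 24 h after exposure to 0 Gy or 7 Gy. The authors deposited the scanner output of every array, made with Agilent's Feature Extraction software, which gives each spot a background-corrected intensity and marks spots that are uneven or not above background. The intensity was converted to log2, non-uniform outlier spots were left out, the spots of a probe were averaged, and the median of each array over its 39429 non-control probes was subtracted. The paper's methods name a median normalization but not its probes or reference. In the authors' table of processed values each array is instead scaled by its median log2 distance from 1 reference array, replicate 3 of the unirradiated mice labelled *Il10*-/-, over the spots not marked, to within 0.0094 on all 20 arrays. Following the paper's methods, probes marked as outliers or as not significantly above background on 25% or more of the 20 arrays were removed, and so were probes with fewer than 20% of the arrays at least 1.5-fold from the probe's median. This left 18587 features of 15760 genes. Each comparison was fitted with limma's linear model and moderated variance on the 10 arrays of its 2 groups. A feature was called at p below 0.001 with a Benjamini-Hochberg false discovery rate under 10%. The precision is limited by the 5 arrays of each group, and an exact permutation test of 5 arrays against 5 cannot go below p = 0.0079.

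The probe of *Il10*, which lies on chromosome 1 of mm9 from 132920943 to 132921002, was read first because the targeted gene checks the genotype labels. Its log2 signal relative to the array median was 2.75 ± 0.31 (SD, n = 5) in unirradiated and 2.71 ± 0.62 (SD, n = 5) in irradiated mice labelled *Il10*-/-, and the probe was well above background on 10 of these 10 arrays. In mice labelled WT it was −1.54 ± 0.45 (SD, n = 5) without and −1.85 ± 0.61 (SD, n = 5) with irradiation, and well above background on 0 of 10 arrays. The signal of unirradiated mice labelled *Il10*-/- was thus at least 7.24-fold higher than that of mice labelled WT. Bounds of this kind compare the mean of the brighter group with the mean, over the dimmer group's arrays, of the lowest signal well above background. They hold only for the processing described above. A loss of the transcript would go the other way, so every direction between genotypes given here rests on the labels.

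On 19 arrays 34.6% to 57.8% of the spots were well above background, with an SD between repeated spots of 0.0626 to 0.113 on the log2 scale. Replicate 5 of the unirradiated mice labelled WT was weaker, at 29.9% of spots and an SD of 0.475. Relative to the median array it stands 1.12 higher on the log2 scale in the authors' table than here, and the other 19 arrays differ by −0.21 to 0.29. Replicates 1 and 2 differed least of the 10 pairs in every group: the robust SD of their log2 differences was 0.128 to 0.206, against 0.227 to 0.880 in the other 36 pairs of a group. They are listed as separate mice and were counted as such, so n = 5 and the p-values rest on that listing. Genes of liver and heart muscle varied widely between arrays of one group. The mean log2 signal of 26 liver genes ranged from −0.10 to 1.64 in unirradiated and from 2.16 to 11.07 in irradiated mice labelled WT, and from 1.73 to 9.39 and from 0.92 to 9.28 in those labelled *Il10*-/-.

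**Figure D1:**
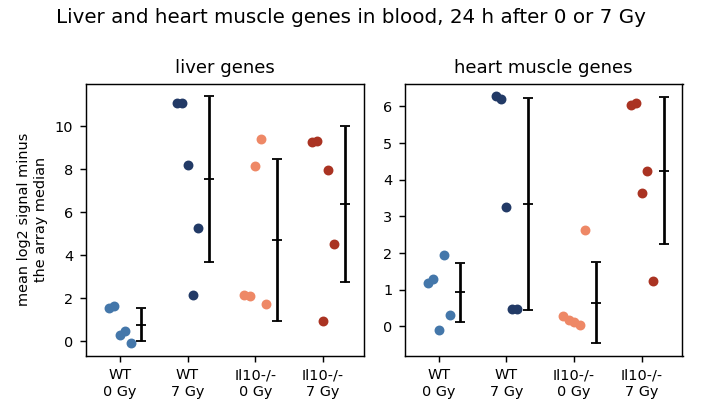
Mean log2 signal, relative to the array median, of 26 liver genes (left) and 14 heart muscle genes (right) on each of the 20 arrays, by group. Points are arrays in the order of their replicate numbers, and bars give the mean and SD of 5 arrays. Replicates 1 and 2 of each group lie within 0.091 of each other for the liver genes and within 0.111 for the heart muscle genes.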

The analysis identified 155 genes in *Il10*^*−/−*^ mice that were differentially expressed (*P* < 0.001; FDR < 10%) compared to the WT strain without radiation exposure (Table 1; Additional file 2A). Of these 155 differentially expressed genes, 120 (77%) had a significantly higher expression level in *Il10*^*−/−*^ mice, while 35 genes (23%) had a lower expression level compared to WT (Table 1) (Fig. 2a). 

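Between unirradiated mice labelled *Il10*-/- and unirradiated mice labelled WT, 157 features of 142 genes were called. The arrays of the groups did not overlap for 151 of the 157 features, and these features were selected on the same arrays. For features not selected by their p, chance gives that separation in 0.794%. At an unadjusted p below 0.05 there were 2991 features. The count depended on the processing: with normexp background correction of the mean and background intensities in place of the processed intensity, 0 genes were called. There 80 of 11433 features had p below 0.05, fewer than chance gives on average, and the median difference was 0.53 on the log2 scale. That count of 0 thus decides little. The number of called genes also depended on single arrays. Without replicate 4 of the mice labelled WT 44 genes were called, and without replicate 4 of the mice labelled *Il10*-/- 93 were called. With the slide as a replicate block in the fit, 355 genes were called, and with each array scaled to the reference array, a choice made after the data were seen, 79.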

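Of the called genes, 142 were higher and 0 were lower in unirradiated mice labelled *Il10*-/-. Over all tested features the median difference was 0.36 on the log2 scale in the same direction, so the split depended on the scaling. With the 75th percentile of each array subtracted in place of its median, the median difference was −0.07, and 39 genes were higher and 2 were lower. Scaled to the reference array as in the authors' table, the median difference was 0.01, and 73 genes were higher and 6 were lower. Quantile normalization gave 22 higher and 1 lower, with a median difference of 0.11. From the processed values in the series table, 52 genes were higher and 4 were lower. With all 4 groups in 1 fit 173 were higher and 12 lower, with the replicate block, under which 355 were called, 339 and 16, and without the weak replicate 5 labelled WT 99 and 10. *Saa2*, *Alb* and *Hpx* had the largest rises among called probes whose groups did not overlap. *Saa2* was not well above background on any of the 5 arrays labelled WT and was at least 69.8-fold higher in mice labelled *Il10*-/-. Its fitted log2 difference of 7.28 ran from 6.51 to 8.04 with each array left out. In the alternatives tried it ran from 3.07 to 7.70, so the bound holds for the main results only. *Alb* differed by 5.75 on the log2 scale (SE 1.41, adjusted p = 0.0878 in limma) and was no longer called with 5 of the 10 arrays left out in turn, down to 4.40 without replicate 4 labelled *Il10*-/-. *Hpx* differed by 5.70 (SE 1.25, adjusted p = 0.0517 in limma) and was no longer called with 3 of the 10 left out, among them replicate 3 labelled *Il10*-/-, at 4.81. The lowest value, 4.43 without replicate 4 labelled *Il10*-/-, was called. *Hpx* was well above background on 1 of the 5 arrays labelled WT. With the scaling to the reference array neither was called, at 5.47 and 5.42. Both belong to the liver genes that varied between the arrays of one group. *Saa2* varied widely too, with an SD of 2.81 in unirradiated mice labelled *Il10*-/-, so RNA of liver stays open for its rise.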

Gene ontology analysis using DAVID [30] (Additional file 2B) showed that these genes were mainly involved in inflammatory response (Benjamini corrected *P* = 7.19 × 10^− 7^), glutathione metabolism (Benjamini corrected *P* = 1.38 × 10^− 5^) and collagen deposition (Benjamini corrected *P* = 2.16 × 10^− 4^).

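Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01. The 17 lists were written by hand for the processes the paper names and for blood cell types, and p-values were adjusted over all 68 tests of 17 lists in 4 comparisons. List means are given relative to the mean of all genes on the log2 scale. Of the 68 tests, 40 were called, 19 of these also under limma's fry and 0 with a correlation estimated from the data. In unirradiated mice labelled *Il10*-/-, the list of inflammatory response genes was higher by 1.11 (adjusted p = 4.48e-12), with 30 of 37 measured genes above the mean of all genes. Changes of single genes of the list, adjusted over the list alone, reached an adjusted p under 0.05 for 24 genes, and 12 passed the threshold over all genes. The paper's list of baseline genes and Tables 2 and 3, drawn from these arrays, hold 13 of the 37. That part is not independent evidence, and without these 13 genes the mean was 0.68 (adjusted p = 0.00115). *Orm1*, *Cfb* and *Saa3* rose most, by 3.72, 3.09 and 3.06, with only *Cfb* called. The list of glutathione metabolism was higher by 0.90 (adjusted p = 4.23e-07), with 34 of 41 genes above the mean. It was led by *Gstt1*, *Gsta3* (log2 4.36, not called) and *Mgst1* (log2 2.46, called). Both lists were also called under fry (adjusted p = 0.018 and 0.0136). Collagen genes had a mean of −0.36 (adjusted p = 0.00516; fry, adjusted p = 0.51), with 17 of 21 below the mean. *Col18a1* went against its list with a called rise of 4.2.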

**Table 1:** Differentially expressed genes in blood from WT and *Il10*^−/−^ mice 24 h post-irradiation (7Gy)

Class comparison	Number of differentially expressed genes^#^	Up-regulated genes	Down-regulated genes
*Il10*^−/−^ vs. WT^*^	155	120	35
Wild-type (WT) irradiated vs. control	1844	1093	751
*Il10*^−/−^ irradiated vs control	1962	994	968

^#^Statistical cut off: *P*-value< 0.001; FDR < 10%

^*^Genes differentially expressed in *Il10*^−/−^ mice compared to WT at baseline (0 Gy) without irradiation

**Fig. 2:**
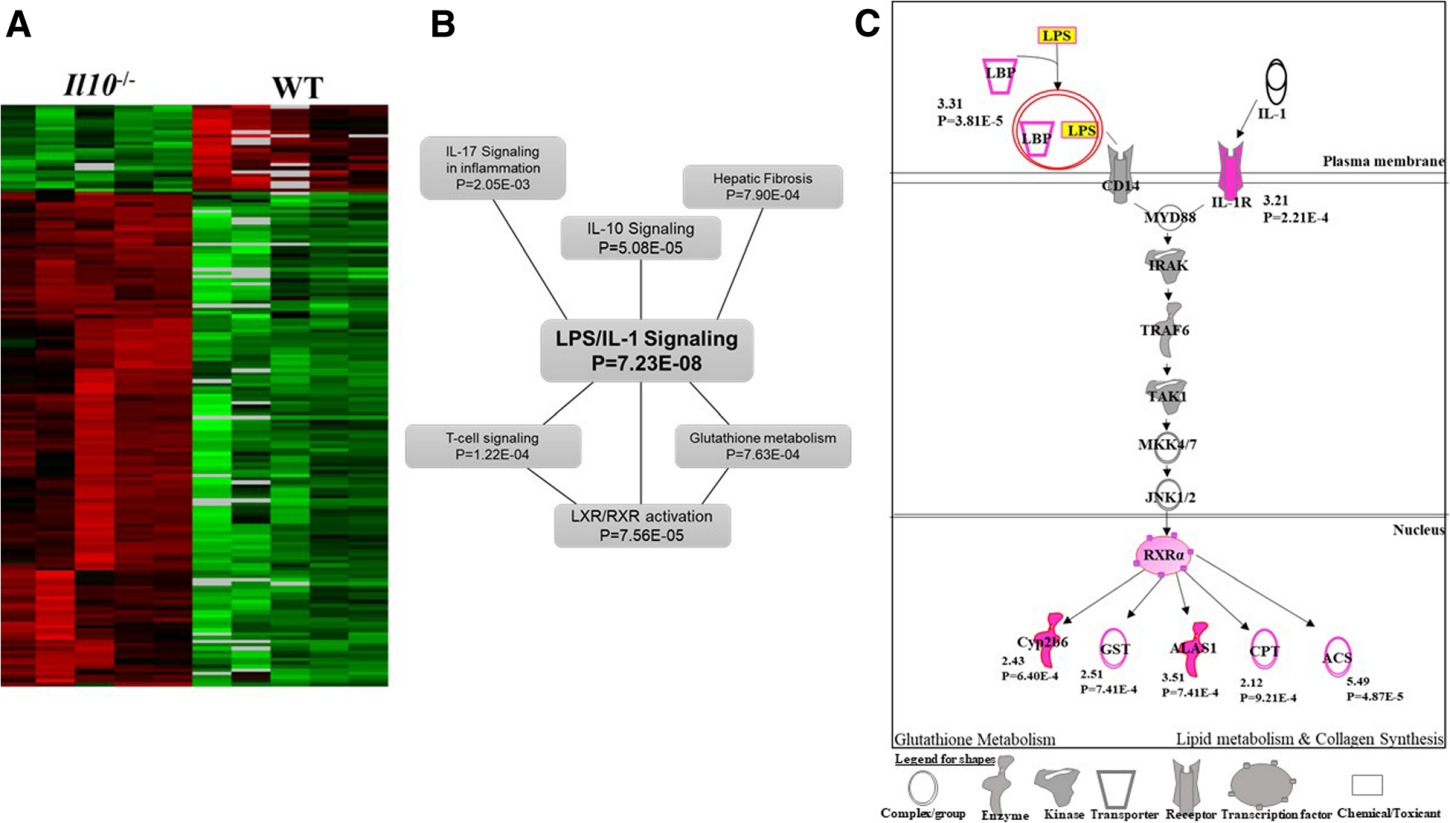
Analysis of 155 baseline differentially expressed genes between WT and *Il10*^−/−^ mice. **a** Heat map of expression of 155 genes. Annotation of genes is provided in Additional file 2A. **b** IPA based network analysis of significant (*P* < 0.05) canonical pathways (Additional file 2C) associated with the 155 genes **c** LPS/IL-1 Pathway. Genes identified as differentially expressed in *Il10*^−/−^ mice are highlighted in pink. The numbers below indicate fold change and *p*-value. LBP = LPS binding protein; Cyp2b6 = cytochrome P450 2B6; GST = Glutathione S-transferase; ALAS1 = Aminolevulinate synthase 1; CPT = Carnitine Palmitoyltransferase; ACS = Acetyl Coenzyme A synthetase

Analysis using the IPA network analysis tool [QIAGEN Inc., www.qiagen.com/ingenuity] revealed that LPS (lipopolysaccharide)/IL-1 signaling was the most significantly enriched (*P* = 7.23 × 10^− 8^) canonical pathway in this 155 gene set (Fig. 2b; Additional file 2C). This represents a broad inflammatory response, as well as a central pathway linking other responses, including inflammation and glutathione metabolism, that were most affected in the gene ontology analysis of these genes (Fig. 2c). Some of these baseline genes were validated using real-time PCR and are represented in Additional file 3.

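For the genes of the pathway drawing and of the glutathione link, the array values were as follows. *Gstt1*, on chromosome 10 of mm9 from 75246560 to 75246619, had a log2 signal of 7.70 ± 2.02 (SD, n = 5) in unirradiated mice labelled *Il10*-/- and 3.04 ± 0.70 (SD, n = 5) in those labelled WT. The difference was 4.67 (SE 0.71, adjusted p = 0.00505 in limma), and 5 of 5 arrays labelled *Il10*-/- lay above all arrays labelled WT. *Lbp* had 2.37 ± 0.29 (SD, n = 5) against −0.20 ± 1.13 (SD, n = 5), a difference of 2.57 (SE 0.48, adjusted p = 0.0208), and was well above background on 3 of the 5 arrays labelled WT. *Il18r1*, *Acsbg1* and *Il1r2* were also called, with differences of 2.18, 2.74 and 2.00. *Il18r1* was no longer called without replicate 4 labelled WT, at 2.17. *Il18r1* and *Acsbg1* were lowest by far on the weak replicate 5 labelled WT. The probe of *Alas1* listed by the paper was called with a difference of 2.09, but not with 3 of the 10 arrays left out in turn, at 1.82 without replicate 4 labelled WT, nor with the scaling to the reference array, at 1.81, and its other probe differed by −0.69 and was not called. *Cyp2b10* (1.57, adjusted p = 0.153) and *Cpt2* (1.36, adjusted p = 0.141) lay outside the threshold, although 5 of 5 arrays labelled *Il10*-/- were above all arrays labelled WT for both. The paper states that the LPS/IL-1 signaling pathway represents a broad inflammatory response and links other responses, among them glutathione metabolism.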

### Comparative analysis of gene expression response to radiation exposure between WT and *Il10*^*−/−*^ mice

We next performed a comparative analysis of radiation responsive genes in WT and *Il10*^*−/−*^ mice. We identified a total of 2075 and 2158 differentially expressed features (*P* < 0.001, FDR < 10%) representing 1844 and 1962 known genes in WT and *Il10*^*−/−*^ mice respectively, after radiation exposure (Table 1; Additional file 4). 

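With the same filters and threshold, 1263 features of 1145 genes were called after irradiation in mice labelled WT, and 1702 features of 1553 genes in mice labelled *Il10*-/-. At an unadjusted p below 0.05 there were 5401 and 6598 features. Groups did not overlap for 1163 and 1620 of the called features, which were selected on the same arrays. Leaving out 1 array at a time gave 791 to 1414 genes in mice labelled WT and 1039 to 1404 in mice labelled *Il10*-/-. As a ratio, the count in mice labelled WT moved most when the mean signals of the liver and heart muscle genes were added as covariates, a choice made after the data were seen, which left 33 genes, but the liver signal of every irradiated array labelled WT lay above that of every unirradiated one, so covariate and dose nearly coincide there. The count rose most with a false discovery rate below 5% alone, to 2418. In mice labelled *Il10*-/- the covariates left 614 genes, and normexp background correction left 0. With normexp 436 of 11433 features had p below 0.05 there, fewer than chance gives on average, so that 0 decides little.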

In WT mice, 60% (1093 genes) of the differentially expressed genes were upregulated, and 40% (751 genes) were downregulated after radiation exposure. In *Il10*^*−/−*^ mice the differentially expressed genes were evenly distributed with 51% (994) up-regulated genes and 49% (968) downregulated genes (Table 1). 

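In mice labelled WT, 763 called genes rose and 382 fell after irradiation, and in mice labelled *Il10*-/- 556 rose and 997 fell. The split followed the scaling and, in mice labelled WT, the weak replicate 5, without which 638 genes rose and 776 fell. The 75th percentile gave 734 rising and 680 falling genes in mice labelled WT, and 585 and 979 in mice labelled *Il10*-/-. Scaling to the reference array gave 1007 and 635, and 850 and 843. From the series table the numbers were 925 and 649, and 856 and 795. Among called probes whose groups did not overlap, *Saa2* (at least 1230.1-fold higher), *Serpina1a* (log2 9.54) and *Hpx* (log2 9.39) rose most in mice labelled WT. *Serpina1a* and *Hpx* are liver genes, and *Hpx* was well above background on 1 of the 5 unirradiated arrays. *Saa2* varied nearly as widely on the irradiated arrays, with an SD of 3.65 against 3.90 and 3.85, so RNA of liver stays open for it too. *Dapl1*, *Ccr6* (log2 −5.35) and *Vpreb3* (log2 −5.24) had the largest fitted falls. *Dapl1* was well above background on 0 of the 5 irradiated arrays, so only a bound can be given, at least 30.0-fold lower, which does not rank it. *Ccr6* was well above background on 1 of the 5 irradiated arrays in each genotype, so the size of its fall is uncertain. In mice labelled *Il10*-/-, *Ifit3b* (log2 5.22), *Ifit3* and *Cdkn1a* rose most, while *Vpreb3* (log2 −5.77), *Ccr6* (log2 −5.70) and *Fcmr* (log2 −5.36) had the largest fitted falls.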

Venn diagram analysis revealed 1004 (35%) radiation responsive genes common between WT and *Il10*^*−/−*^ mice out of which 527 were upregulated and 477 were downregulated (Fig. 3).

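Of the called genes, 606 were shared by both genotypes, where chance would give 112.8, a ratio of 5.37. The direction was the same for 605 of them, with 292 rising and 313 falling. From the series table 863 genes were shared, 444 rising and 419 falling, and with the liver and heart covariates 22 were shared. Across the 18587 features, which are not independent replicates, the changes in the 2 genotypes correlated with r = 0.731. Whether the response differed between genotypes was tested as an interaction in 1 limma fit of all 20 arrays. No gene was called in it (0 of 15760), and 1301 features had an unadjusted p below 0.05. Without moderation of the variance the count was also 0, with 1146 features under that p. In data simulated for this test, 28 of 100 features changed by a log2 of 2 were called.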

**Fig. 3:**
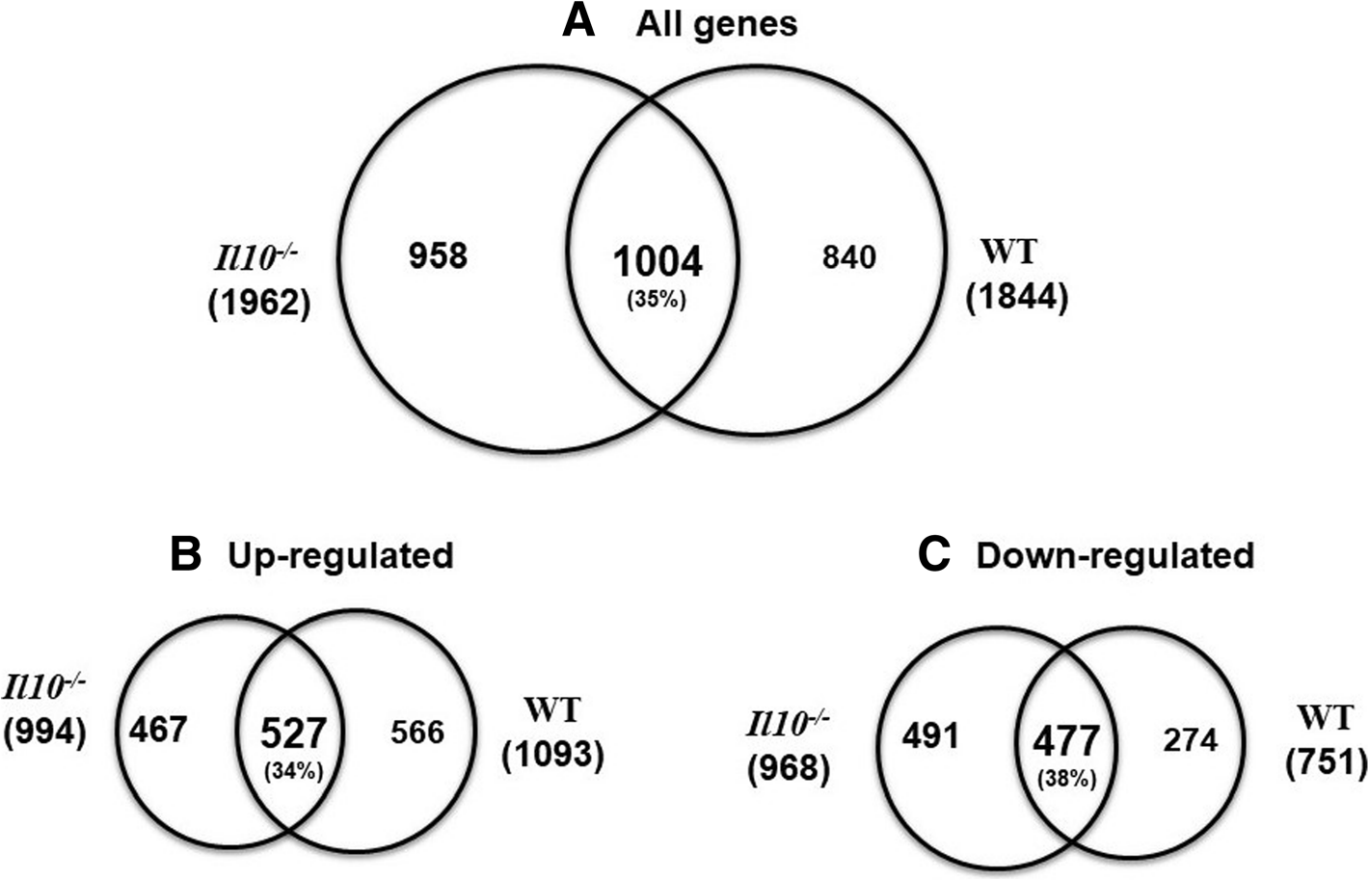
Differentially expressed genes **a**) Venn diagram showing overlap of the total number of differentially expressed genes (*P* < 0.001, FDR < 10%; Table 1) in WT and *Il10*^−/−^ mouse strains after 7Gy radiation exposure. There were 35% genes common between WT and *Il10*^−/−^ mice which showed significant expression change after radiation exposure. **b**) Represents overlap of the number of up-regulated genes and **c**) Represents overlap of the number of down-regulated genes after radiation exposure in the two genotypes

Gene Ontology (GO) analysis with DAVID also revealed a level of similarity in terms of significant enrichment of radiation responsive gene ontology terms in WT and *Il10*^*−/−*^ mice (Fig. 4). 

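In the gene lists tested with camera, the 34 measured targets of p53 rose by a mean of 1.36 relative to all genes in mice labelled WT (adjusted p = 3.26e-10) and by 1.16 in mice labelled *Il10*-/- (adjusted p = 2.5e-12). In the respective genotypes 27 and 29 of its genes lay above the mean of all genes. After *Cdkn1a* and *Phlda3*, *Dcxr* (log2 3.89) rose most in mice labelled WT and *Psrc1* (log2 2.68) in mice labelled *Il10*-/-. *Gadd45a* went against the list in mice labelled *Il10*-/-, where it fell by 1.23 and was called. Without the 5 genes in the paper's list of baseline genes and Tables 2 and 3 the means were 1.07 and 0.86. The paper's longer lists of radiation-responsive genes were not taken out, so the rest is not independent evidence. The response of the list did not differ detectably between genotypes (difference −0.20, adjusted p = 0.17). With 1 of the 20 arrays left out, replicate 2 of the unirradiated mice labelled WT, the difference was called (−0.30, adjusted p = 0.0442). The list of inflammatory response genes rose by 0.98 in mice labelled WT (adjusted p = 0.00137; fry, adjusted p = 0.113). Without the genes of the paper's list of baseline genes and Tables 2 and 3 this rise was 0.76 and no longer called. With the liver and heart covariates, which nearly coincide with the dose there, it was 0.02. In mice labelled *Il10*-/- the list rose by 0.31 (adjusted p = 0.0546). That value was called with 6 of the 10 arrays left out in turn, at up to 0.37 without irradiated replicate 3, and was 0.16 without irradiated replicate 4.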

We found innate immune response and p53 signaling were significantly enriched among radiation responsive genes in both WT and *Il10*^*−/−*^ mice (Fig. 4a). However, additional immune-related GO terms, such as MHC-I antigen presentation, interferon signaling, and hepatic fibrosis, were also enriched among up-regulated genes of *Il10*^*−/−*^ mice but not in WT after radiation exposure. Also, down-regulated genes in WT, but not *Il10*^*−/−*^, mice were significantly enriched with MHC-II protein complex terms, while DNA damage response and DNA repair terms were significantly enriched among down-regulated genes of *Il10*^*−/−*^ mice after radiation exposure (Fig. 4b).

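The list of 46 interferon-stimulated genes rose in both genotypes, by 1.49 in mice labelled WT (adjusted p = 2.56e-16) and by 1.39 in mice labelled *Il10*-/- (adjusted p = 1.92e-20). The difference between the responses was −0.10 (adjusted p = 0.237), and its sign depended on the scaling, at 0.10 with quantile normalization. It was called with normexp background correction, at −0.45. With 2 of the 20 arrays left out in turn it was also called, at −0.21 without irradiated replicate 5 labelled *Il10*-/-. *Ifit3* led the list in both, followed by *Bst2* and *Oas1a* in mice labelled WT and by *Ifi44* and *Ifi27l2a* in mice labelled *Il10*-/-. The 20 genes of MHC class I and antigen processing rose by 0.74 in mice labelled WT (adjusted p = 0.0011) and by 0.45 in mice labelled *Il10*-/- (adjusted p = 0.00262). Neither of these calls held under fry (adjusted p = 0.148 and 0.2), and the difference was −0.29 (adjusted p = 0.0858). That difference was called with 4 of the 20 arrays left out in turn, at −0.40 without replicate 2 of the unirradiated mice labelled WT. With the liver and heart covariates, which nearly coincide with the dose there, the mean in mice labelled WT was −0.15. The 21 collagen genes, taken for the fibrosis term, rose by 0.75 in mice labelled WT (adjusted p = 0.125; fry, adjusted p = 0.0168) and by 0.97 in mice labelled *Il10*-/- (adjusted p = 0.000122; fry, adjusted p = 0.00435). The difference was 0.22 (adjusted p = 0.0149; fry, adjusted p = 0.497). *Col18a1*, *Col3a1* and *Col1a1* rose most in mice labelled WT, and *Col6a1*, *Col1a1* and *Col1a2* in mice labelled *Il10*-/-, where *Col23a1* went against the list: it fell by 0.95 and was called.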

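The 10 measured genes of the MHC class II list fell in both genotypes, by a mean of −2.21 relative to all genes in mice labelled WT (adjusted p = 5.02e-10) and of −2.0 in mice labelled *Il10*-/- (adjusted p = 1.33e-08). Each of the 10 genes lay below the mean of all genes in both. *H2-Ob* (log2 −3.43), *H2-DMb2* (log2 −3.22) and *H2-Oa* (log2 −2.63) fell most in mice labelled WT, and *H2-Oa* (log2 −3.84), *H2-DMb2* (log2 −3.50) and *H2-Ob* (log2 −3.44) in mice labelled *Il10*-/-. Over all genes, 6 of the list were called in mice labelled WT and 9 in mice labelled *Il10*-/-, and adjusted over the list alone 9 and 10. The difference between the responses was 0.20 (adjusted p = 0.272). It was called under quantile normalization, at 0.44, and without replicate 4 of the unirradiated mice labelled WT, at 0.41. With the liver and heart covariates, which nearly coincide with the dose in mice labelled WT, it was 0.84 and called. Its sign changed without replicate 5 of the unirradiated mice labelled *Il10*-/-, to −0.04. The DNA repair list also fell in both genotypes. Its mean was −0.53 in mice labelled WT (adjusted p = 0.0011; fry, adjusted p = 0.463) and −0.59 in mice labelled *Il10*-/- (adjusted p = 7.34e-07; fry, adjusted p = 0.00143). Over all genes 1 gene of the list was called in mice labelled WT, *Mutyh* (log2 −2.20), and 12 were called in mice labelled *Il10*-/-, led by *Parp1* (log2 −2.28), *Fanca* (log2 −1.74) and *Brca2* (log2 −1.70). The responses differed by −0.06 (adjusted p = 0.477).

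**Figure D2:**
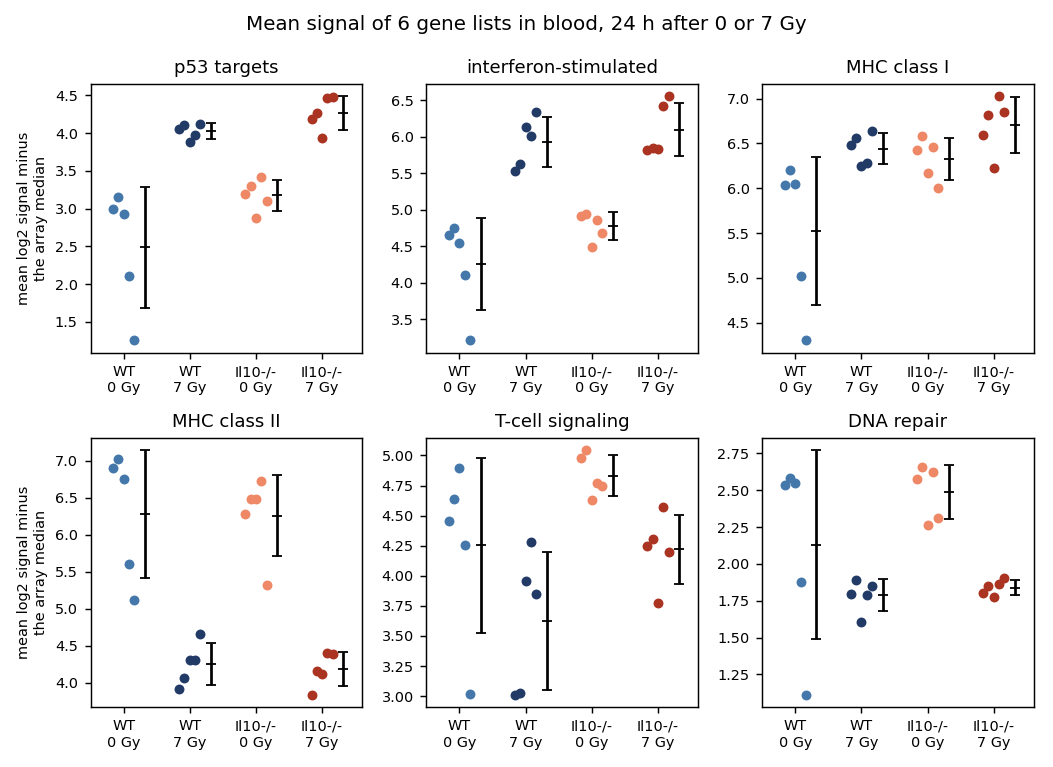
Mean log2 signal, relative to the array median, of 6 gene lists on each of the 20 arrays, by group. Points are arrays in the order of their replicate numbers and bars give the mean and SD of 5 arrays; the weak replicate 5 of unirradiated WT lies at 5.12 for MHC class II, the lowest of its group.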

**Fig. 4:**
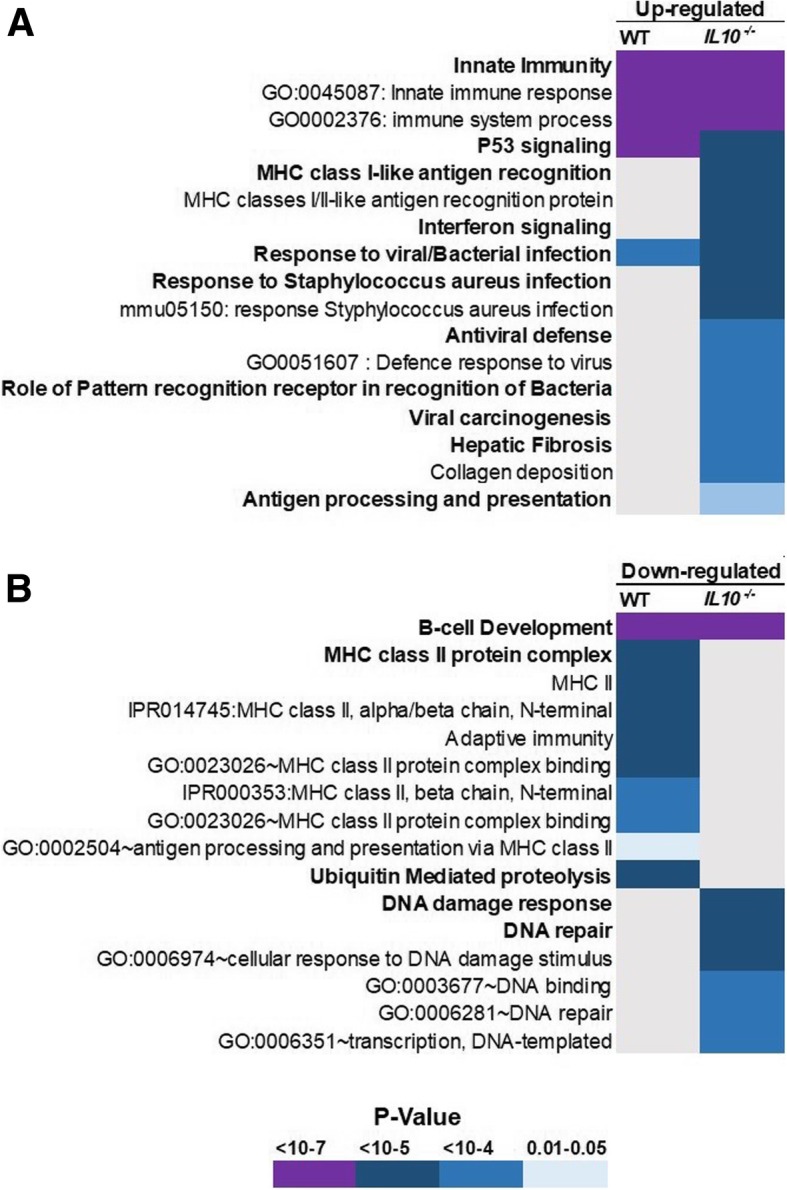
Gene Ontology (GO) Analysis. The DAVID resource tool was used to find overrepresented GO terms. GO terms with Benjamini-corrected *P* < 0.05 were considered statistically significant. The color of a cell represents a *P* value as indicated in the key. **a** Significant GO categories overrepresented in up-regulated genes in WT and *Il10*^−/−^ mice **b** Significant GO categories overrepresented among down-regulated genes in WT and *Il10*^−/−^ mice in response to radiation

We then used the IPA comparison analysis tool to assess and compare categories of biological processes activated or inhibited in the two genotypes after radiation exposure, as predicted from gene expression changes. We used default z-score ≥ 2 for activation or z-score ≤ − 2 for inhibition as the significance cutoff for our analyses (Fig. 5). 

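B-cell genes showed the largest change of the gene lists tested after irradiation. The mean of the 24 measured genes fell by 3.30 relative to all genes in mice labelled WT (adjusted p = 2.12e-32) and by 3.35 in mice labelled *Il10*-/- (adjusted p = 1.81e-26). Over all genes 21 of the 24 were called as lower in mice labelled WT and 22 in mice labelled *Il10*-/-, and 0 were called as higher. Adjusted over the list alone 23 were lower in each. *Fcer2a* (log2 −5.09) had the third largest fitted fall of the list in mice labelled WT, after *Ccr6* and *Vpreb3*, and was well above background on 1 of the 5 irradiated arrays. *Ralgps2* changed least, by −0.23 in mice labelled WT and by 0.10 in mice labelled *Il10*-/-. The paper's list of baseline genes and Tables 2 and 3, drawn from these arrays, hold 6 of the 24 genes. Without them the means were −2.83 and −2.81. The paper's longer lists of radiation-responsive genes were not taken out, so the rest is not independent evidence. Between genotypes the responses differed by −0.05 (adjusted p = 0.71).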

We found canonical pathways involved in immune response to infection and B-cell signaling showing similar trends of activity in the two genotypes after radiation exposure. However, the predicted activation status of T-cell signaling differed between the two genotypes after radiation exposure. The T-cell signaling pathway was predicted to be activated in *Il10*^*−/−*^ mice but inhibited in WT mice in response to radiation (Additional file 5). In addition, the Th-1 response, which is associated with inflammation, appeared to be activated in *Il10*^*−/−*^ mice but inhibited in WT mice. 

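The array values of the 31 genes of the T-cell signaling list fell in both genotypes after irradiation, by a mean of −0.81 relative to all genes in mice labelled WT (adjusted p = 0.00064; fry, adjusted p = 0.389) and of −0.54 in mice labelled *Il10*-/- (adjusted p = 0.000335; fry, adjusted p = 0.0162). Below the mean of all genes lay 26 and 25 of the 31 genes. *Cd8a*, *Tcf7* and *Lef1* fell most in both, by −3.03, −2.68 and −2.30 in mice labelled WT and by −2.02, −2.42 and −1.77 in mice labelled *Il10*-/-. *Cd247*, which rose by 1.30 and 0.88, was not called. The fall was smaller by 0.27 in mice labelled *Il10*-/-, outside the threshold (adjusted p = 0.0702). That difference was called with the 75th percentile (0.27, adjusted p = 0.0121), with the scaling to the reference array (0.27, adjusted p = 0.0096) and with quantile normalization (0.46, adjusted p = 0.000276), over a range of adjusted p from 0.000276 to 0.991 in the alternatives tried. It was also called with 8 of the 20 arrays left out in turn, at up to 0.42 without irradiated replicate 4 labelled WT.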

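The list of 19 measured genes of the Th1 response changed little in either genotype. Relative to all genes its mean was −0.09 in mice labelled WT (adjusted p = 0.745) and −0.12 in mice labelled *Il10*-/- (adjusted p = 0.733), and the responses differed by −0.02 (adjusted p = 0.828), where the median of the list was 0.03. *Il18r1* (log2 −1.62) and *Il27ra* (log2 −0.91) were called as lower in mice labelled *Il10*-/-, and 0 genes of the list were called in mice labelled WT. Without irradiation the list was higher by 0.61 in mice labelled *Il10*-/- (adjusted p = 0.000895; fry, adjusted p = 0.0729). From pathway predictions the paper proposes that T-cell and Th-1 signaling were activated in one genotype and inhibited in the other.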

Hormone based signaling pathways also seemed to have different activity status after radiation exposure in the two genotypes (Fig. 5a).

**Fig. 5:**
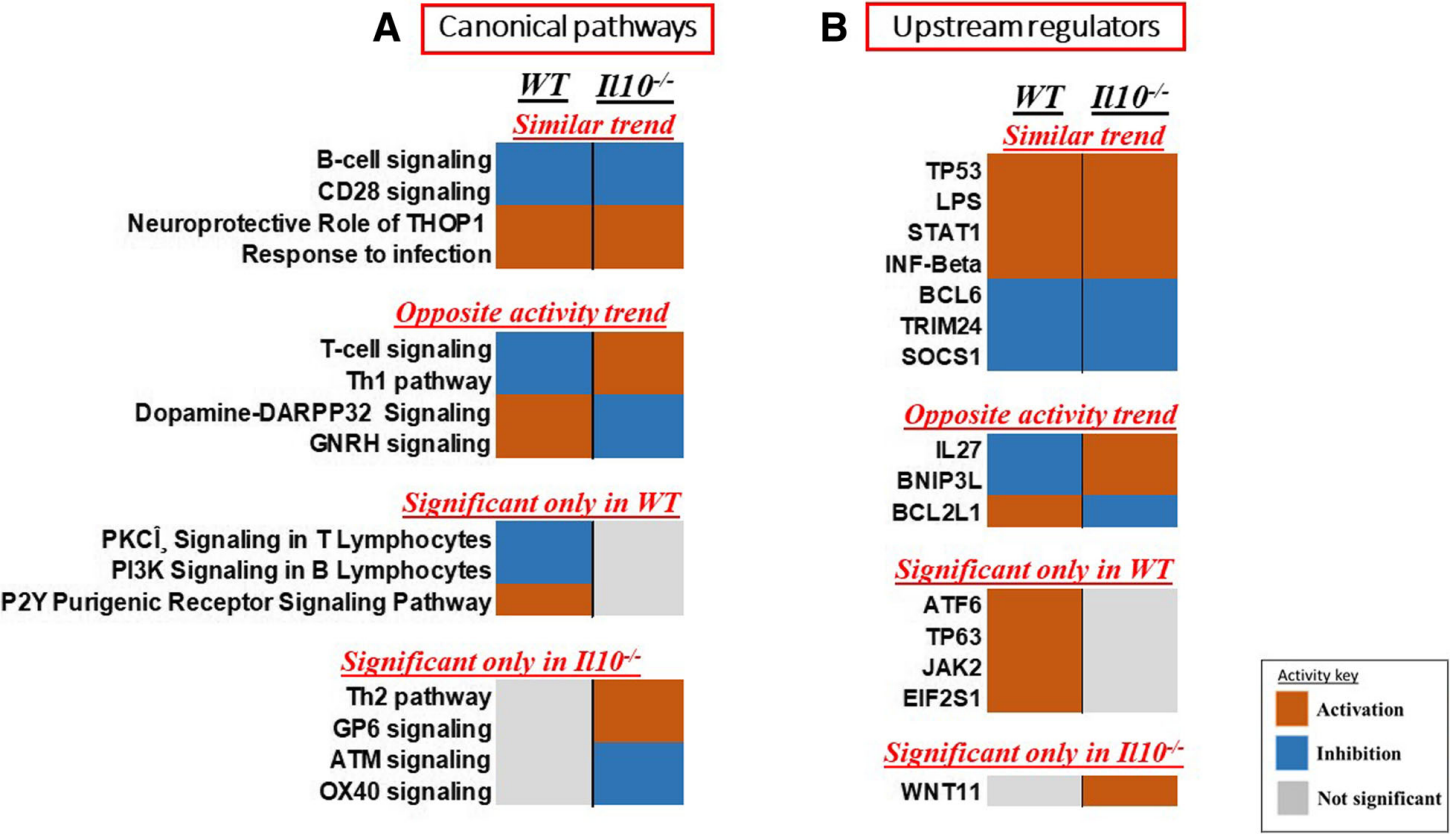
Comparative analysis of **a**) Canonical pathways and **b**) Upstream regulators responding to radiation in WT and *Il10*^−/−^ mice. IPA based statistical z-score was used to predict activation (z ≥ 2, orange) or suppression (z ≤ − 2, blue) of a particular pathway or regulator. Grey color indicates no significant activity

We also performed a similar predictive analysis for upstream regulators of the gene expression response to radiation in the two strains and found specific regulators of radiation response and immune function showing similar activity trends in the two genotypes. Significant activation of TP53, LPS, STAT1, IRF3 and IKBKB was indicated in the gene expression response of both mouse types. However, BNIP3L, IL27 and BCL2L1 showed opposite trends of activity in the two genotypes (Fig. 5b). We also identified a set of pathways and regulators that appeared significant in one genotype but not the other. These may suggest specific differences in the radiation response of WT and *Il10*^*−/−*^ mice.

### Impact of inflammatory response on prediction of radiation exposure

Since one of our broad objectives is the development of gene expression signatures predictive of radiation exposure, we used microarray data to build and test classifiers using a greedy pairs method with 7 different algorithms. To test the ability of a gene set selected from WT data to identify radiation exposure in the presence of chronic inflammation, a set of 24 genes was identified using a greedy pairs algorithm and the WT samples as a training data set (Table 2). 

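Class prediction was repeated on the 18543 features that passed both filters and had a value on every array. The greedy pairs method, which ranks features singly and joins each to the partner that best separates the classes with it, chose 12 pairs from the 10 arrays of mice labelled WT. Of the 24 features, 15 were higher and 9 lower after irradiation, and 9 are probes of Table 2. The 7 methods were the compound covariate and Bayesian compound covariate predictors, diagonal linear discriminant analysis, 1 and 3 nearest neighbours, nearest centroid and a linear support vector machine. Each of them assigned 10 of the 10 arrays labelled *Il10*-/- to the right dose, an accuracy of 100% (95% Clopper-Pearson interval 69.2% to 100%). With normexp background correction 1 of the 7 methods assigned 10 of 10 and the others 9. In mice labelled WT all 24 probes of Table 2 changed in the table's direction, and 21 of the 23 that passed the filters were called. *Cdkn1a* rose most among them, and *Srsf1* (log2 −1.29) fell least. In mice labelled *Il10*-/- the same 24 probes kept these directions and 23 of 23 were called.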

The data from the *Il10*^*−/−*^ mice were then used as a test set, and all 7 algorithms predicted the exposure status correctly with 100% accuracy (*P*-value 0.05). Many of the genes selected in the classifier were well-established radiation responsive genes with roles in the Trp53 pathway or in inflammation and immune response*.* In fact, “Immunity” was the only GO category significantly overrepresented (Benjamini corrected *p*-value = 0.025 by DAVID analysis) among the selected signature genes. As genes with immune functions formed such a significant part of the signature, we also used the *Il10*^*−/−*^ data to train a classifier (Table 3) and tested it on the WT data to see what impact this would have. The new classifier included a higher proportion of immunity related genes (“Immunity” overrepresented with a Benjamini corrected p-value = 0.0019 by DAVID analysis), and performed with 100% accuracy on the *Il10*^*−/−*^ samples during cross validation. 

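From the 10 arrays of mice labelled *Il10*-/- the greedy pairs method chose 24 features of 23 genes, 7 higher and 17 lower after irradiation, and 13 of them are probes of Table 3. With each of these arrays left out of the selection and the training in turn, all 7 methods assigned it to the right dose. The 24 probes of Table 3 all changed in the table's direction in these mice and were all called. *Ifit3* rose most and *Ier5l* least (log2 1.56), and *Ccr6* had the largest fitted fall and *Creb5* the smallest (log2 −1.31).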

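Applied to the 10 arrays of mice labelled WT, the classifier trained on mice labelled *Il10*-/- assigned 10 of 10 correctly by each of the methods. On a scale from 0 at the mean of the unirradiated training arrays to 1 at the mean of the irradiated ones, the compound covariate score of the irradiated WT arrays was 0.858 ± 0.040 (SD, n = 5). The irradiated training arrays, each scored while left out, had 0.985 ± 0.087 (SD, n = 5), with p = 0.0079 in an exact permutation test, 2-sided. Each left-out score came from its own classifier, with its own features and scale. That p thus does not measure a difference between genotypes alone. All 24 probes of Table 3 kept their direction in mice labelled WT, with 18 called and *Marco* (log2 5.53) rising most.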

Despite the increased contribution from immunity related genes, all 7 algorithms also predicted the exposure status of the WT test samples correctly with 100% accuracy.

**Table 2:** Composition of 24-gene classifiers distinguishing radiation exposure. Features were selected using the greedy pairs method using WT mouse data as the training set

	UniqueID	Symbol	Name	Parametric *p*-value	Geom mean of intensities in Irradiated	Geom mean of intensities in Controls	Fold-change (Irradiated/controls)
1	A_51_P391955	Dapl1	death associated protein-like 1	< 1e-07	5.74	354.08	0.016
2	A_55_P2136906	Vpreb3	pre-B lymphocyte gene 3	< 1e-07	23.78	952.67	0.025
3	A_55_P2082929	H2-Ob	histocompatibility 2, O region beta locus	< 1e-07	25.11	544.45	0.046
4	A_51_P378298	Fcmr	Fc fragment of IgM receptor	< 1e-07	93.84	2574.17	0.036
5	A_55_P2108943	Ccr6	chemokine (C-C motif) receptor 6	< 1e-07	9.01	390.03	0.023
6	A_55_P2117614	Tnfrsf13c	tumor necrosis factor receptor superfamily, member 13c	< 1e-07	18.07	470.05	0.038
7	A_55_P1958275	Bcl11a	B cell CLL/lymphoma 11A (zinc finger protein)	< 1e-07	14.18	304.79	0.047
8	A_55_P2332731	D130062J21Rik	RIKEN cDNA D130062J21 gene	< 1e-07	23.24	302.25	0.077
9	A_55_P1964648	Btla	B and T lymphocyte associated	< 1e-07	40.07	445.85	0.09
10	A_66_P130916	H2-Ob	histocompatibility 2, O region beta locus	< 1e-07	54.33	623.04	0.087
11	A_52_P417654	Tcea1	transcription elongation factor A (SII) 1	1.6e-06	54.29	229.5	0.24
12	A_66_P103490	Srsf1	serine/arginine-rich splicing factor 1	5.8e-06	34	88.08	0.39
13	A_51_P292030	Nus1	NUS1 dehydrodolichyl diphosphate synthase subunit	0.0009584	197.92	116.11	1.7
14	A_51_P223443	Cd81	CD81 antigen	8.2e-06	7009.38	2854.95	2.46
15	A_55_P2145804	Aen	apoptosis enhancing nuclease	4.6e-06	909.81	172.36	5.28
16	A_55_P1952379	Fkbp5	FK506 binding protein 5	3.3e-06	678.47	229.64	2.95
17	A_55_P1998943	Oas1a	2′-5′ oligoadenylate synthetase 1A	5e-07	5226.79	408.46	12.8
18	A_52_P612803	Ccng1	cyclin G1	3e-07	423.04	79.12	5.35
19	A_52_P90363	Ifi27l2a	interferon, alpha-inducible protein 27 like 2A	1e-07	30,011.04	2971.34	10.1
20	A_51_P154842	Oas1f	2′-5′ oligoadenylate synthetase 1F	< 1e-07	2053.56	233.96	8.78
21	A_51_P363947	Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)	< 1e-07	897.24	24.09	37.24
22	A_55_P1972872	I830012O16Rik	RIKEN cDNA I830012O16 gene	< 1e-07	462.01	18.35	25.17
23	A_51_P259975	Aspa	aspartoacylase	< 1e-07	159.62	10.1	15.8
24	A_51_P329928	Phlda3	pleckstrin homology like domain, family A, member 3	< 1e-07	2163.11	137.61	15.72

**Table 3:** Composition of 24-gene classifiers distinguishing radiation exposure. Features were selected using the greedy pairs method using *Il10*^−/−^ mouse data as the training set

	UniqueID	Symbol	Name	Parametric p-value	Geom mean of intensities in Irradiated	Geom mean of intensities in Controls	Fold-change (Irradiated/Controls)
1	A_55_P2108943	Ccr6	chemokine (C-C motif) receptor 6	< 1e-07	11.77	554.18	0.021
2	A_51_P248122	Bbc3	BCL2 binding component 3	< 1e-07	1019.01	263.9	3.86
3	A_51_P378298	Fcmr	Fc fragment of IgM receptor	< 1e-07	41.34	1536.63	0.027
4	A_51_P304859	Zfand6	zinc finger, AN1-type domain 6	4e-07	115.94	422.84	0.27
5	A_51_P371750	Marco	macrophage receptor with collagenous structure	< 1e-07	5630.68	341.13	16.51
6	A_52_P612803	Ccng1	cyclin G1	< 1e-07	483.89	90.38	5.35
7	A_51_P363947	Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)	< 1e-07	1154.64	47.87	24.12
8	A_55_P2121856	Ier5l	immediate early response 5-like	< 1e-07	172.96	53.17	3.25
9	A_55_P2137496	Cd79a	CD79A antigen (immunoglobulin-associated alpha)	< 1e-07	138.15	1777	0.078
10	A_51_P205779	Cd5l	CD5 antigen-like	6e-07	8412.39	1257.39	6.69
11	A_51_P329928	Phlda3	pleckstrin homology like domain, family A, member 3	< 1e-07	2635.66	186.27	14.15
12	A_52_P77080	Gypa	glycophorin A	< 1e-07	93.67	1314.36	0.071
13	A_55_P2007964	Cx3cr1	chemokine (C-X3-C motif) receptor 1	< 1e-07	46.72	374.07	0.12
14	A_55_P2051254	Pvt1	plasmacytoma variant translocation 1	< 1e-07	118.94	27.32	4.35
15	A_51_P327751	Ifit1	interferon-induced protein with tetratricopeptide repeats 1	< 1e-07	545.07	82.18	6.63
16	A_51_P226429	Rhobtb2	Rho-related BTB domain containing 2	1.2e-06	51.68	128.33	0.4
17	A_51_P359570	Ifit3	interferon-induced protein with tetratricopeptide repeats 3	< 1e-07	2195.72	75.33	29.15
18	A_52_P497625	A630001G21Rik	RIKEN cDNA A630001G21 gene	1.4e-06	40.17	113.97	0.35
19	A_66_P120987	Cd79a	CD79A antigen (immunoglobulin-associated alpha)	< 1e-07	21.65	180.7	0.12
20	A_55_P2105256	Trim47	tripartite motif-containing 47	< 1e-07	373.14	76.03	4.91
21	A_55_P1958275	Bcl11a	B cell CLL/lymphoma 11A (zinc finger protein)	< 1e-07	9.03	228.33	0.04
22	A_52_P180565	2310061I04Rik	RIKEN cDNA 2310061I04 gene	3.3e-06	158.13	373.06	0.42
23	A_52_P390944	Chst3	carbohydrate (chondroitin 6/keratan) sulfotransferase 3	< 1e-07	8.68	274.93	0.032
24	A_55_P2097474	Creb5	cAMP responsive element binding protein 5	6.6e-06	1535.01	3450.09	0.44

Finally, we validated expression levels of six of the classifier genes using quantitative real-time PCR. We chose four Trp53-responsive genes, *Cdkn1a, Aen, Ccng1* and *Phlda3 and* two inflammatory genes, *Ifit1* and *Ifit3,* for this analysis. 

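On the arrays, the signal of all 6 genes rose after irradiation in both genotypes, every irradiated array lay above every unirradiated array of its genotype, and all 12 changes were called. *Cdkn1a*, whose probe lies on chromosome 17 of mm9 from 29237377 to 29237436, rose from 0.68 ± 1.11 (SD, n = 5) to 6.10 ± 0.74 in mice labelled WT and from 2.06 ± 0.36 to 6.51 ± 0.62 in mice labelled *Il10*-/-. The log2 changes were 5.42 (SE 0.53, adjusted p = 2.18e-05 in limma) and 4.45 (SE 0.31, adjusted p = 6.59e-06). The difference of −0.96 between these responses was not called (SE 0.65, adjusted p = 0.713 in limma's interaction term). A second probe of *Cdkn1a* went the other way, with 2.89 and 3.77, but was well above background on 11 of the 20 arrays only. For *Aen* the changes were 2.49 and 1.86, for *Phlda3* 4.06 and 3.68, and for *Ccng1* 2.51 and 2.28, in mice labelled WT and *Il10*-/- in this order. For *Ifit1* they were 2.48 and 2.59 and for *Ifit3* 4.62 and 4.72. The other differences between genotypes ranged from −0.63 (*Aen*) to 0.10 (*Ifit1*), and their adjusted p from 0.759 to 0.975. The sign for *Ifit1* and *Ifit3* changed with normexp background correction, to −0.35 and −0.59, and that for *Ccng1* with the 75th percentile, to 0.03, and with the scaling to the reference array, to 0.0073. In the unirradiated mice the signal of *Cdkn1a* was higher by 1.38 in those labelled *Il10*-/- (exact permutation test, 2-sided, p = 0.024), more than the whole difference between the responses, and the weak replicate 5 is one of the 5 arrays labelled WT.

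**Figure D3:**
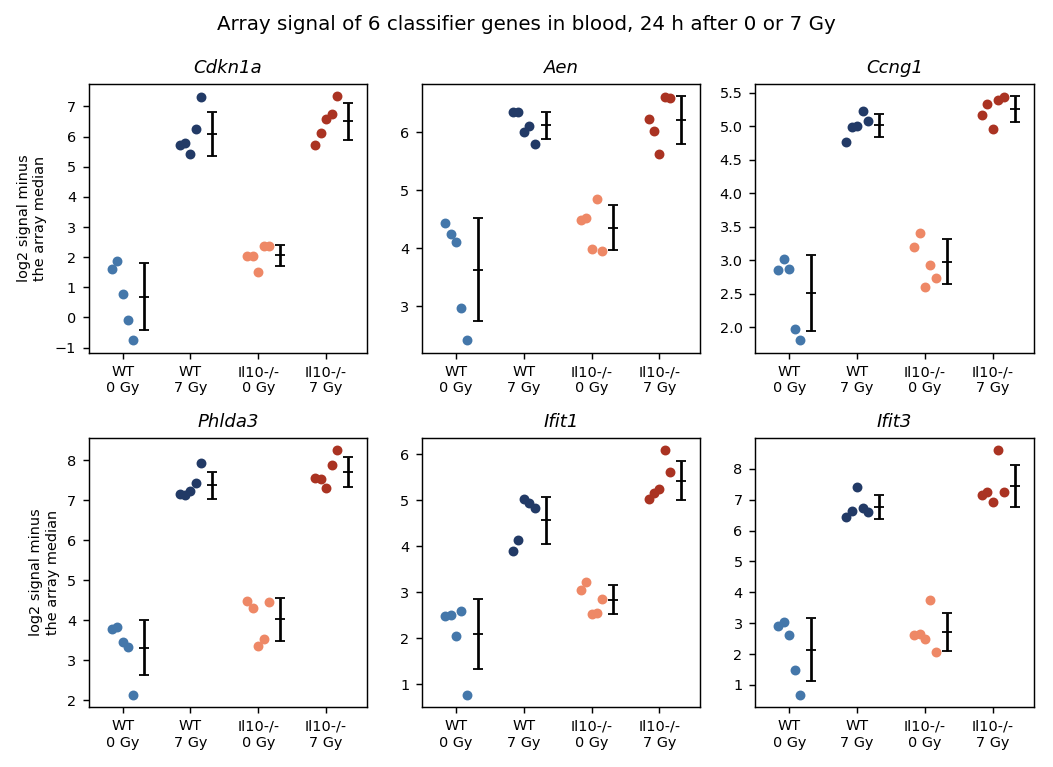
Log2 signal relative to the array median of *Cdkn1a*, *Aen*, *Ccng1*, *Phlda3*, *Ifit1* and *Ifit3* on each of the 20 arrays, by group. Points are arrays in the order of their replicate numbers and bars give the mean and SD of 5 arrays, from 0.68 for *Cdkn1a* in unirradiated WT to 7.70 for *Phlda3* in irradiated mice labelled *Il10*-/-.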

As observed in the microarray results, we found a greater relative fold change of Tp53-responsive genes in WT compared to *Il10*^*−/−*^ mice after radiation exposure, and a greater relative fold change of inflammatory cytokines in *Il10*^*−/−*^ mice (Fig. 6). The inclusion of a 2 Gy dose measurement of *Cdkn1a, Phlda3, Ifitm1* and *Ifit3* (Additional file 6) suggests that the relative responses of the Trp53 regulated genes in the two strains are similar at low and high doses. In contrast, the heightened response of inflammatory genes in the *Il10*^*−/−*^ mice, although still significant for *Ifitm1* at 2 Gy, was much greater at the higher dose. A more detailed delineation of the interaction between radiation dose and inflammatory gene expression in these two genotypes would be of interest.

**Fig. 6:**
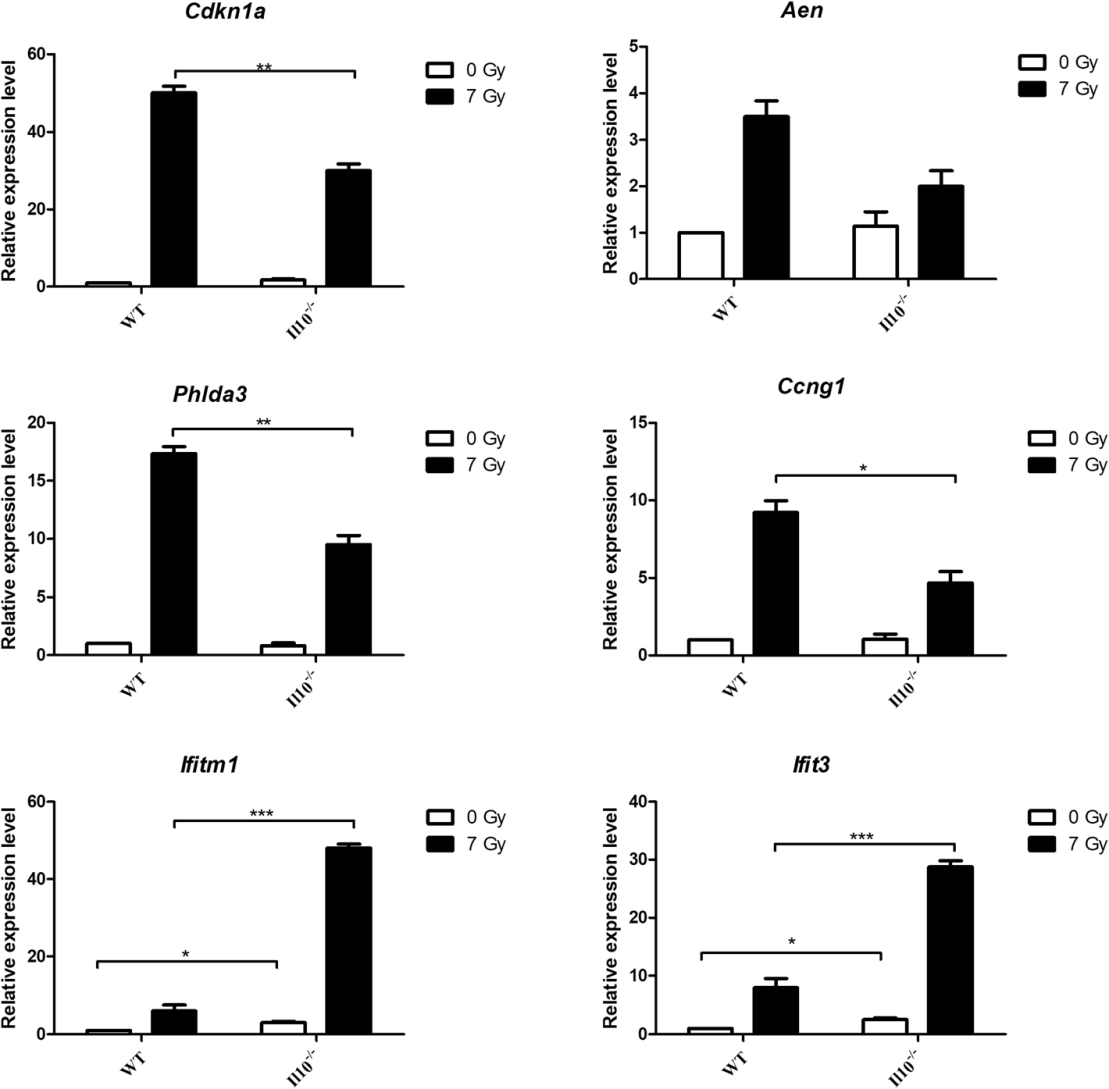
Gene expression measured by qRT-PCR. Expression levels of 6 genes (*Cdkn1a, Aen, Phlda3, Ccng1, Ifitm1, Ifit3)* showing significant difference in expression in *Il10*^−/−^ mice compared to WT after radiation exposure are presented here. The expression level for each gene was calculated relative to the expression levels in unexposed WT animals considered as 1. The expression was normalized against Beta-Actin gene expression. The data is represented as mean +/− SEM (*n* = 5). * Significant at *P* < 0.05, ** Significant at *P* < 0.01, *** Significant at *P* < 0.001, using unpaired t-test

## Discussion

Exposure to ionizing radiation has long been known to cause production of various immune molecules like cytokines, DAMPs (Damage-associated molecular patterns) and cellular factors in the irradiated tissue, and to result in inflammation [5, 6]. The degree of radiation mediated inflammation varies in individuals and depends on various factors including genetic, life-style and pre-existing disease conditions [14]. Inflammation has been indicated as a potential confounding factor in the development of IR biomarkers in epidemiological studies [31]. Previous transcriptomic studies have shown that immune and inflammation-related genes dominate the gene expression responses seen after in vivo radiation exposure [17, 31] and therefore, inflammation related genes have been proposed as biomarkers of radiation exposure or to be used in biodosimetric panels [32]. This raises the concern that inflammation may affect radiation responses, and may impact the use of some genes in biodosimetric panels for use in triage after an accidental or deliberate radiological event. Several investigators have used treatment with LPS, a general component of the bacterial cell wall that is a potent inducer of inflammatory response [30, 31], as a model for acute inflammation or infection. LPS has been shown to induce expression of some well-established radiation responsive genes and pathways [33–35], furthering concern about the impact of inflammatory states. As an initial approach to examining the potential impact of a pre-existing chronic inflammatory condition on radiation biodosimetry, we have used a well-established mouse model (*Il10*^−/−^) of human chronic inflammatory bowel disease (IBD) and compared its gene expression with and without radiation exposure with that of wild type (WT) littermates.

First, we compared blood counts in the two genotypes before and after irradiation. Of note was the significant difference in the baseline level of neutrophils in *Il10*^−/−^ compared to WT mice. Neutrophils are generally associated with inflammatory response. In addition, a higher level of neutrophils has been reported in IBD patients, which correlates with the severity of their clinical manifestations [36, 37]. The higher level of neutrophils in *Il10*^−/−^ mice is similar to that in individuals suffering from IBD. The increased proportions of neutrophils contribute to a pro-inflammatory blood immune environment, which creates a concern of possible false positives or interference with radiation response for dosimetric biomarkers.

We next compared the baseline gene expression levels in un-irradiated *Il10*^−/−^ mice with those in WT mice (Fig. 2). The genes that showed significant differences in expression were mainly involved in inflammatory immune response, as might be expected, as well as glutathione metabolism and collagen deposition. In a recent publication, Mak et al. [38] showed that glutathione metabolism plays an important role in the activation process of inflammatory T-cells in response to immune stimuli. Excessive deposition of collagen, a major constituent of the extracellular matrix, has also been associated with inflammation and the development of fibrosis [39], functions also associated with radiation exposure. We found LPS / IL-1 signaling, a major regulator of gene expression responses in IBD patients [40], to be a significant pathway connecting the processes of inflammation, glutathione metabolism and fibrosis (Fig. 2c). These results suggest that chronic inflammatory conditions can indeed trigger some of the same gene expression patterns indicative of radiation response in the absence of exposure.

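Of the 157 features called between the unirradiated genotypes, 79.0% changed in the same direction after irradiation of mice labelled WT, and 56 were also called there, 53 in the same direction. Both comparisons use the same unirradiated WT arrays, which alone gives the changes a like sign. When unchanged groups were simulated against these arrays, the share with the same sign was 46.5% to 100% over 100 draws, with a median of 94.9%, and 89 draws were as high as the measured value. After irradiation of mice labelled *Il10*-/-, 45.9% of the features changed in the same direction and 19 were also called, 7 in the same direction. Simulated groups gave 0% to 79.0% there, with a median of 5.73%, and 6 of 100 draws were as high. With the 75th percentile as the scaling, 43 features were called and the shares were 74.4% and 37.2%. From the genes that differ at baseline, the paper proposes that chronic inflammation triggers some patterns of the radiation response.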

Transcriptomic analysis of radiation responses in the two genotypes revealed broad similarity among the gene ontology terms most significantly affected by radiation exposure. Unsurprisingly, these included p53 signaling and some immune related functions (Fig. 4). Although significantly enriched among radiation responsive genes in both genotypes, the canonical radiation response of p53 signaling did appear to be slightly muted in the *Il10*^−/−^ mice, as implied by a slightly higher *P* value compared to WT-mice. This suggests that fewer p53-regulated genes responded significantly to radiation in the mutant mice. 

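Among the p53 targets tested, 13 genes were called as higher after irradiation in mice labelled WT over all genes, and 14 in mice labelled *Il10*-/-. Adjusted over the list alone, 20 and 21 genes were higher. The per-array mean of the list was 4.03 ± 0.10 (SD, n = 5) in irradiated mice labelled WT and 4.27 ± 0.23 (SD, n = 5) in irradiated mice labelled *Il10*-/-, and before irradiation 2.49 ± 0.80 and 3.18 ± 0.21.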

In confirming the radiation induction of individual genes, we found that both *Cdkn1a* and *Aen* were up regulated by radiation exposure to a lesser degree in the *Il10*^−/−^ mice, compared to WT mice (Fig. 6). There is some evidence in the literature of a regulatory link between IL10 and p53 in inflammatory processes. IL10-induced apoptosis in mouse bone marrow-derived mast cells has been shown to depend on activation of p53 [41]. Levels of IL10 and p53 were also found to be correlated in patients with autoimmune disease, with high levels of IL10 apparently leading to overexpression of p53 [42]. Taken together, these observations suggest that IL10 may contribute to the regulation of p53, leading to a blunted radiation response of genes downstream of p53 in the absence of IL10.

The observed enrichment of genes with functions related to B-cell development among the down-regulated genes of both genotypes could be explained by the observed overall decrease in lymphocyte levels after radiation exposure (Fig. 1), particularly as B cells are among the most radiosensitive hematopoietic cells [43].

We observed that specific immune functions like MHC based antigen presentation and interferon signaling were particularly associated with radiation responsive genes in *Il10*^*−/−*^ mice but not WT mice. Antigen presentation mainly occurs through major histocompatibility complex (MHC) receptors on the cell surface, and is a very important process in activation of T-cells, which mount an immune response by releasing cytokines or protein mediators of apoptosis [44]. The MHC-I is present on the cell surface of all the nucleated cells while MHC-II is present only in specific antigen presenting cells (APC), like macrophages and dendritic cells. Antigen presentation through MHC-II receptors results in activation of T-helper (Th) cells, which modulate the immune environment by releasing specific cytokines [44, 45]. We found genes involved in MHC-II based antigen presentation to be specifically downregulated by radiation exposure in WT mice but upregulated in *Il10*^*−/−*^ mice. This indicates a differential modulation of the antigen presentation mechanism and its downstream immune response in the two genotypes after radiation exposure.

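As a mean log2 signal per array, the MHC class II list went from 6.28 ± 0.86 (SD, n = 5) to 4.25 ± 0.28 in mice labelled WT and from 6.26 ± 0.55 to 4.18 ± 0.23 in mice labelled *Il10*-/-. The highest irradiated array, at 4.66 in mice labelled WT and 4.40 in mice labelled *Il10*-/-, lay below the lowest unirradiated one, at 5.12 and 5.31. Over all genes, 0 of the 10 were called as higher in either genotype.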

It has been reported that similar to IBD patients, *Il10*^*−/−*^ mice have higher levels IL23 producing macrophages, which through their interaction with T-cells via MHC-II receptors cause production of various inflammatory cytokines [25]. Intriguingly, IPA predicted a significant response to radiation of T-cell signaling in both genotypes, but in opposite directions. In *Il10*^−/−^ mice the gene expression pattern suggested a significant radiation activation of T-cell response, while in WT mice this pathway was predicted to be inhibited. Similarly, the T-helper type-1 (Th-1) immune response pathway was predicted to follow the same response pattern, with the pathway appearing to be activated by radiation exposure in *Il10*^−/−^ mice and inhibited in WT mice. Th1 mediated signaling has been reported to be the major causes of inflammation in people suffering from IBD as well as in animal models of IBD [24, 40, 45]. Production of interferons like IFN-gamma is a hallmark of Th1 immune response, and is also required for driving T-helper cell populations towards the Th1 type of immune response [46]. 

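Over all genes, 26 of the 46 interferon-stimulated genes were called as higher after irradiation in mice labelled WT and 25 in mice labelled *Il10*-/-, and 0 were called as lower in either. Adjusted over the list alone, 33 and 37 were higher and 0 and 2 were lower. The mean log2 signal of the list per array was 5.93 ± 0.34 (SD, n = 5) in irradiated mice labelled WT and 6.09 ± 0.36 (SD, n = 5) in irradiated mice labelled *Il10*-/-, a difference smaller than the spread. *Rsad2* went against the list, with −1.30 and −1.66, and was not called.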

We found significant upregulation of interferon and its associated genes in *Il10*^*−/−*^ mice but not in WT after radiation exposure. This type of immune response also plays an important role against viral and bacterial infection. We found a significant association of these specific gene ontology terms specifically with the radiation response in *Il10*^*−/−*^ mice (Fig. 4; Additional file 5). Overall, we found that radiation exposure results in higher inflammatory responses in *Il10*^*−/−*^ mice compared to WT, and this appears to be mediated by the T-cell population.

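The rise of the inflammatory response list after irradiation was smaller in mice labelled *Il10*-/-, by −0.70 relative to all genes (adjusted p = 0.000632 in limma's camera; fry, adjusted p = 0.211). Its level was already higher without irradiation: the mean log2 signal per array was 4.72 ± 0.17 (SD, n = 5) before and 4.97 ± 0.47 after irradiation in mice labelled *Il10*-/-, and 3.31 ± 0.74 and 4.47 ± 0.16 in mice labelled WT. *Orm1*, *Saa3* and *C3* contributed most to the difference (log2 −4.52, −3.59 and −3.42), and none of them was called singly. *Cxcl2* went against it (log2 2.17, not called). The liver signal had a like pattern, from 0.77 to 7.54 in mice labelled WT and from 4.70 to 6.39 in mice labelled *Il10*-/-. With the liver and heart covariates, which nearly coincide with the dose in mice labelled WT, the difference of the list was −0.51. RNA of liver thus stays open for part of the difference.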

### Impact on biodosimetry markers

Since our laboratory is interested in the development of biodosimetry markers for radiation exposure, we also used our data to select and test panels of genes that could distinguish radiation exposure in individual samples regardless of pre-existing inflammatory disease. The panels included p53 responsive genes like *Cdkn1a* and *Aen* as well as immune responsive genes like *Ifit1* and *Ifit3*. *Cdkn1a* expression is known to respond widely to a number of stresses, and has been previously shown to respond to the inflammation inducing agent LPS [32]. 

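The level of the p53-regulated genes on the irradiated arrays was compared directly. *Cdkn1a* was higher by 0.41 on the log2 scale in irradiated mice labelled *Il10*-/- than in those labelled WT (exact permutation test, 2-sided, p = 0.37), with 1 of the 5 arrays above all WT arrays. *Aen* was higher by 0.10 (p = 0.66), *Ccng1* by 0.24 (p = 0.079) and *Phlda3* by 0.34 (p = 0.16) in the same exact test. None of these differences was detectable at this number of arrays in that test, which does not pair the arrays of the same slide. Within every slide, marked by its replicate number, *Cdkn1a* and *Phlda3* were higher on the irradiated array labelled *Il10*-/-. *Aen* and *Ccng1* were not higher on every slide. No paired test was run, so a small difference of *Cdkn1a* and *Phlda3* stays open.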

In our current study, we found a significant difference between WT and *Il10*^−/−^ expression levels of *Cdkn1a* and other p53 regulated genes after radiation exposure, with the *Cdkn1a* radiation response being significantly muted in *Il10*^−/−^ mice compared to WT. The reverse was true of several immune related genes, which showed a larger magnitude of response to radiation exposure in the *Il10*^−/−^ mice compared to WT mice. 

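Irradiated mice labelled *Il10*-/- had more *Ifit1* than irradiated mice labelled WT, by 0.86 on the log2 scale, with 5 of 5 arrays above all WT arrays (exact permutation test, 2-sided, p = 0.0079). *Ifit3* was higher by 0.67 (exact p = 0.048) and *Ifitm1* by 1.21 (exact p = 0.040), each raised by replicate 4 of the mice labelled *Il10*-/-. Without irradiation *Ifit1* was already higher by 0.76 (exact p = 0.040) and *Ifit3* by 0.57 (exact p = 0.33), neither called in limma. *Ifitm1* differed without irradiation too, at 9.04 ± 0.68 (SD, n = 5) against 6.31 ± 0.68 (SD, n = 5), a called difference of 2.73 (adjusted p = 0.00853 in limma). It changed by 1.26 (adjusted p = 0.0481) and −0.27 (adjusted p = 0.773) after irradiation in mice labelled WT and *Il10*-/-, and neither change was called.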

Although in our current study these differences in response did not limit our ability to detect a relatively damaging dose of radiation, these results do suggest that excessive reliance on genes in these pathways may have an impact on the ultimate goal of dose discrimination. Care must also be taken to ensure that the elevated expression of inflammatory genes noted in the unirradiated *Il10*^−/−^ mice does not lead to misidentification of such inflammation-prone individuals as having received a small dose of radiation. 

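With the classifier trained on mice labelled WT, the compound covariate score of the unirradiated arrays labelled *Il10*-/- was 0.10 ± 0.011 (SD, n = 5), between 0.087 and 0.113. Unirradiated WT arrays, each scored while left out of the training, had 0.021 ± 0.061 (SD, n = 5), with p = 0.0079 in an exact permutation test, 2-sided. Each left-out score came from its own classifier, with its own features and scale. This exact p and those below thus do not measure a difference between genotypes alone. Irradiated arrays labelled *Il10*-/- scored 1.00 ± 0.04 (SD, n = 5), against 0.95 ± 0.095 (SD, n = 5) for irradiated WT arrays left out in turn (exact p = 0.29). With the classifier trained on mice labelled *Il10*-/-, unirradiated WT arrays scored −0.046 ± 0.051 (SD, n = 5), against 0.059 ± 0.11 (SD, n = 5) for the unirradiated training arrays left out in turn (exact p = 0.071). No unirradiated array of either genotype was assigned to the irradiated class.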

Future studies across a range of doses will be needed to fully understand the impact of preexisting inflammation states on radiation biodosimetry using gene expression.

In a previous study, we had shown that genes selected from WT mice performed poorly in detecting exposure to an LD_50/30_ radiation dose in two mouse models of DNA repair deficiency (*Atm*^*−/−*^ and *Prkdc*^*scid*^), but that inclusion of both WT and DNA repair deficient mice in the training set improved performance on both mutant and WT test sets to 100% [47]. We tested the ability of this earlier signature to predict radiation exposure in *Il10*^−/−^ mice. Although only one gene, *Cdkn1a*, was common between the earlier signature and either of the signatures reported in this study, we tested the WT plus repair mutant gene set on the dataset from this study and found that it was again able to predict the radiation exposure in *Il10*^−/−^ mice, and the new set of WT mice, with 100% efficiency (*p* < 0.005). This supports inclusion of individuals with a range of radiation sensitivities and underlying disease states in gene selection to produce more robust signatures for radiation biodosimetry.

## Conclusions

Using a mouse model of inflammatory bowel disease, we have found that a chronic inflammatory state can impact both the basal expression levels and the relative radiation response of genes involved in immune and inflammatory pathways, as well as other key radiation response pathways, such as p53. While this did not impact the ability of gene expression signatures derived from either WT or pro-inflammatory *Il10*^−/−^ mice to correctly distinguish between unexposed and irradiated mice, it does raise concerns for the accurate determination of doses across a broad dose range. Future experiments employing multiple radiation doses will enable selection of genes with expression levels unaffected by underlying inflammation, and will help to avoid confounding of radiation biodosimetric gene expression signatures by underlying chronic inflammation.

## Additional files

Additional file 1: Total white blood cell counts in WT and *Il10*^−/−^ mice after 2 Gy of radiation exposure A) Counts at Day1 post exposure B) Counts at Day 30 post exposure. Green circles (control) and red squares (irradiated) indicate values for individual animals of the respective genotype. Significant differences *P < 0.05 (*n* = 8). (JPG 360 kb)

Additional file 2: A. Genes showing significant differences in expression levels between WT and *Il10*^−/−^ mice prior to radiation exposure**.** B. Gene ontology (GO) analysis genes using DAVID [30]. Top 5 significant (Benjamini corrected *P*-value< 0.05) GO terms are shown in the bar diagram. C. IPA based network analysis. Top 10 significant (*P* < 0.05) Canonical pathways are shown in bar diagrams.

Additional file 3: Real-time qRT-PCR validation of 5 genes (*Gstt1, Il18r1, Alas1, Acsbg1, Cyp2b6*) relevant to the current study, showing significant difference in expression at baseline level between WT and *Il10*^−/−^ mice prior to radiation exposure. The data is represented as mean +/− SEM (*n* = 5) for each genotype. * Significant at *P* < 0.05 using unpaired t-test. (JPG 398 kb)

Additional file 4: BRB-array tools output of differentially expressed genes after radiation exposure in the two genotypes. Results of each genotype are in a separate tab.

Additional file 5: IPA network analysis of genes involved in T-cell signaling in A. WT and B. *Il10*^−/−^ mice in response to radiation. Statistical z-score (> 2 or < − 2) was used for prediction of the activation status of the signaling pathway. Orange lines indicate activation (z ≥ 2) and blue indicates inhibition (z ≤ − 2), Grey lines indicate no significant contribution to activity. Up-regulated genes are shown in red and down-regulated genes in green. (JPG 165 kb)

Additional file 6: Dose response curves of expression of 4 genes (*Cdkn1a, Phlda3, Ifitm1, Ifit3*) based on qRT-PCR analysis. Relative gene expression at 0, 2 and 7 Gy of radiation exposure is shown for WT (dotted line) and *Il10*^−/−^ mice (Solid line). Relative expression was calculated compared to the expression level at 0 Gy (unexposed-sham controls) of WT considered as 1. The expression was normalized against Actin-Beta gene expression. The data is represented as mean +/− SD (*n* = 5) for each genotype. * Significant at *P* < 0.05, **Significant at *P* < 0.01, *** Significant at *P* < 0.001, using unpaired t-test. (JPG 598 kb)

## Abbreviations

DAVID: Database for annotation, visualization and integrated discovery
FDR: False discovery rate
GO: Gene ontology
IBD: Inflammatory bowel disease
IPA: Ingenuity pathway analysis
qRT-PCR: quantitative Real-Time Polymerase Chain Reaction

How the deposited data were processed for this re-analysis (not part of the article)

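Peripheral blood RNA was measured on 20 single-colour Agilent mouse arrays, listed as 1 array per mouse. The mice were labelled WT or *Il10*-/- and had received 0 Gy or 7 Gy, with blood taken 24 h later, so that each of the 4 groups has 5 arrays. Conditions and replicate numbers were taken from the sample records. The 20 arrays lie on 5 slides, each with 1 array of every group, 1 replicate number and 1 scan, so the replicate number marks a shared slide. The deviations of arrays of 1 slide from their group means correlated by a mean of 0.22 between the unirradiated and irradiated mice labelled WT, of 0.41 between the irradiated groups, and of −0.13 to 0.069 in the other pairs of groups. Over single slides the values ran from −0.66 to 0.68, and in no pair of groups did all 5 exceed 0.1.

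For each array the authors deposited the text output of Agilent's Feature Extraction software. The paper's methods name version 10.7 of that software, and the headers of the array files name 12.0.2.2. The column used is an intensity per spot, background-subtracted and detrended by the software and not normalized between arrays. The authors also deposited a table of processed values on the log2 scale, with 16909 features, of which 16866 are probes other than controls. It was checked against the arrays: each of its 20 columns is the log2 of the processed intensity with 1 constant per array, with 0 arrays off by more than 0.01. These constants equal the median log2 distance of each array from replicate 3 of the unirradiated mice labelled *Il10*-/-, over the spots not marked on either array, to within 0.0094. They are not the array medians used here for the main results. The paper's methods name a median normalization without its probes or reference. Relative to the median array, replicate 5 of the unirradiated mice labelled WT stands 1.12 higher with them, and the other 19 arrays −0.21 to 0.29 higher. In the table, values are missing where the spot was marked by the software. All 20 columns were mapped, and the table was used as an alternative only.

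Values were computed in R 4.3.3 with data.table 1.17.8 and limma 3.58.1, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and statsmodels 0.14.6, where the paper names BRB-ArrayTools 4.3.2. Intensities were converted to log2, non-uniform outlier spots were left out, repeated spots of a probe were averaged, and the median of each array over 39429 non-control probes was subtracted. A probe was removed when it was marked as an outlier or as not significantly above background on 25% or more of the arrays. A probe was kept only when at least 20% of the arrays differed by 1.5-fold or more from its median. Gene names are those of the array files, and 28330 of 29785 probes with a RefSeq accession were matched to a gene symbol. Positions are those of the array files, in the mouse build mm9, and none was lifted to another build. The precision is limited by the number of arrays and by the signal over background, which a median of 50.5% of spots exceeded well.

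The baseline comparison used the 10 unirradiated arrays, and each radiation response used the 10 arrays of its genotype. Each was fitted in limma with moderated variances, and a feature was called at p below 0.001 with a Benjamini-Hochberg rate under 10%. The shared response is the overlap of the called genes. The difference between the responses was tested as an interaction in 1 fit of all 20 arrays. Single values of 5 arrays against 5 were compared by exact permutation tests, 2-sided.

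Gene lists were tested in limma with camera on 1 probe per gene, the brightest that passed the background filter, without the 1.5-fold filter. The lists are p53 targets, interferon-stimulated genes, MHC class I, MHC class II, DNA repair, Th1 response, T-cell signaling, inflammatory response, glutathione metabolism, collagens, and markers of B cells, mature neutrophils, neutrophil precursors, monocytes, erythroid cells, platelets and NK cells. A list was called at an adjusted p under 0.05. Lists of 32 liver and 22 heart muscle genes were written later, after such genes were seen to vary between arrays of a group. Class prediction used 12 greedy pairs and 7 methods, trained on 1 genotype and tested on the other.

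The genes named in the text are those that the paper names for its array or PCR data and *Il10*, and the 3 largest rises and falls among called probes whose groups do not overlap in each comparison. Members of a list were named by their extreme values after these were seen.

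The steps were tested on simulated data with the measured spread. With 100 of 18587 features changed by 2 on the log2 scale, 64 were called in the baseline comparison, 70 and 56 in the responses of mice labelled WT and *Il10*-/-, and 28 in the interaction. With a change of 1, 2 to 6 were called. Between 4 and 13 unchanged features were called. A shifted list was called in every comparison, and an unchanged list reached an unadjusted p of 0.022 in the interaction and 0.416 or more elsewhere. Without a simulated change the classifiers predicted 3 to 7 of 10 arrays correctly, and with one all 10.

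Alternatives covered the scaling, the background correction, the filters, the spots left out, the processed table, the fit, the threshold, the block, the list test, the list members, the number and choice of classifier features, and each array left out. A further 4 were added after the data were seen: scaling by the probes well above background on every array, scaling to the reference array as in the authors' table but on the probes and filters of the main results, replicates 1 and 2 averaged, and liver and heart signals as covariates. Blood cell counts, quantitative PCR, pathway predictions and the other dose of the study were not analysed here, and no array was left out of the main results.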

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

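Tests of the liver and heart signals, of the *Il10* probe, of replicate 5 of the unirradiated mice labelled WT, of single irradiated arrays and of the erythroid and platelet genes were chosen only after the result was seen.

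In 16 of 132 groups of 5 values, 1 array lay far from the other 4 by Dixon's ratio, where chance gives about 1 in 20 groups. Replicate 5 of the unirradiated mice labelled WT had a spot SD of 0.475, the lowest mean of the glutathione list (2.12), and the lowest log2 signals of *Il18r1* (1.34), *Acsbg1* (−0.88) and *Cyp2b10* (1.11) in its group. It had 29.9% of spots well above background, against 34.6% or more on the other 19 arrays, so weak hybridisation or poor RNA is a candidate explanation. Its log2 signals depend on the scaling and stand 1.12 higher, relative to the median array, with the constants of the authors' table. A biological difference of this mouse was not tested.

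In irradiated mice labelled *Il10*-/-, replicate 4 had the highest *Ifit3* (8.60), *Ifitm1* (11.22), *Gstt1* (9.37) and *Il1r2* (7.16). This array had 39.0% of spots well above background, inside the range of the other arrays, but 56.9% significantly above background, fewer than the 58.1% of the weak replicate 5 above, so poor signal on it stays open. A stronger inflammatory state of that mouse was not tested. Replicate 3 of the same group had a spot SD of 0.0988 and the lowest *Il18r1* (2.53) and *Cyp2b10* (4.10). It had 34.6% of spots well above background and 51.4% significantly above it, the lowest such share of the 20 arrays, so poor signal stays open here too. In unirradiated mice labelled *Il10*-/- *Il18r1* was lowest on replicate 3 (4.23). In irradiated mice labelled WT *Ifit3* was highest on replicate 3 (7.42) and *Acsbg1* on replicate 4 (2.14). No explanation was tested for the values of these other groups.

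Replicate 5 of the unirradiated mice labelled *Il10*-/- had the highest heart muscle signal of its group (2.62), and 13 of 14 heart muscle genes were highest on it, so RNA of heart tissue in that sample is a candidate explanation. The paper's text does not discuss liver or heart genes as such. The highest liver signal among unirradiated mice labelled *Il10*-/- was 9.39. Within groups the genes of the liver list went together with a median correlation of 0.985, against 0.376 to 0.831 in 100 random lists, and those of the heart list with 0.933, against −0.199 to 0.645. In mice labelled *Il10*-/- all 5 unirradiated arrays had a liver signal above the lowest irradiated one (0.918), and all 5 irradiated arrays one below the highest unirradiated one. That argues against the radiation response of blood cells as the cause of the liver signal there. The heart signal of these mice nearly followed the dose, with 1 unirradiated array above the lowest irradiated one (1.24), so that cause stays open for it. In mice labelled WT 0 of 5 unirradiated arrays had a liver signal (at most 1.64) above the lowest irradiated one (2.16). The radiation response of blood cells thus stays open for their liver signal. Their heart signal overlapped, with 3 unirradiated arrays above the lowest irradiated one (0.47). RNA of liver and heart in some blood samples may be the source, as blood was taken by cardiac puncture according to the paper.

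Between genotypes the response of 5 lists differed in limma's camera. The inflammatory list differed by −0.70 (adjusted p = 0.000632), the glutathione list by −1.08 (adjusted p = 1.65e-05), the collagens by 0.22 (adjusted p = 0.0149), mature neutrophil markers by −0.44 (adjusted p = 0.0445) and neutrophil precursor markers by −1.08 (adjusted p = 0.00149). Under fry 0 of these 5 were called. With the liver and heart signals as covariates, the differences of the glutathione and inflammatory lists were −0.65 and −0.51 and still called, which argues against RNA of these tissues as the whole cause, although covariate and dose nearly coincide in mice labelled WT. A different share of neutrophils and a response that differs by genotype both stay open.

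The paper reports no significant change of red cell and platelet counts after irradiation, and its text does not discuss the expression of their genes. Erythroid genes changed by −1.93 relative to all genes in mice labelled WT (adjusted p = 9.32e-11) and by −1.80 in mice labelled *Il10*-/- (adjusted p = 8.71e-07). Platelet genes rose by 1.10 (adjusted p = 1.04e-06) and 1.30 (adjusted p = 1.64e-05). Under fry the platelet rise in mice labelled *Il10*-/- was not called (adjusted p = 0.148) and the other 3 values were, and with an estimated correlation none was. With 1 array left out, the values nearest 0 were −1.63 and −1.64 for the erythroid and 0.99 and 0.90 for the platelet genes, which argues against any one array as the cause. With the liver and heart covariates the values in mice labelled *Il10*-/- were −1.37 and 1.02 and called, which argues against RNA of these tissues there. In mice labelled WT the platelet value was then 1.71 (adjusted p = 7.18e-08) and the erythroid value 0.01, where the liver signal and the dose go together. A changed share of young red cells and platelets may remain as an explanation.

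The signal of the *Il10* probe was higher by 4.29 on the log2 scale in unirradiated mice labelled *Il10*-/-. The lowest array labelled *Il10*-/- lay 3.00 above the highest labelled WT, which argues against a single mislabelled sample. An exchange of all genotype labels cannot be told apart from a transcript of the disrupted gene that the probe still detects: the inflammatory list was higher by 1.11 in unirradiated mice labelled *Il10*-/-, as the disease would give, but no array carries an independent mark of genotype.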

How the results depend on the processing

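Tests with the scaling to detected probes, with the scaling to the reference array of the authors' table, with replicates 1 and 2 averaged and with liver and heart covariates were chosen only after the result was seen; the other 22 alternatives and the leaving out of each array were set before the data were examined.

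Over the alternatives other than leaving out an array, 64 of 90 counts of genes stayed within 1.5 times the count reported. Of 420 values of gene lists, 358 kept their direction and side of the threshold, 31 were no longer called, 14 became called and 17 reversed. Of 24 classifier results 1 changed, from 10 to 9 of 10 for the least accurate methods trained on mice labelled WT, with normexp. Direction and call were kept by 674 of 762 values of named genes, while 77 were no longer called, 2 became called and 9 reversed. With each array left out, 68 of 70 counts, 336 of 370 list values, 20 of 20 classifier results and 478 of 500 values of named genes kept theirs. The cause was not tested for the values below, unless the alternative itself uses fewer samples or a stricter test.

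With the 75th percentile 41 genes were called at baseline, the T-cell difference between genotypes (0.27) became called and that of *Ccng1* was 0.026. Quantile normalization gave 23 genes at baseline, collagens at baseline −0.17 (no longer called), and differences between genotypes of 0.10 for interferon, 0.44 for MHC class II, 0.46 for T-cell, 0.018 for Th1 genes and 0.090 for *Ccng1*, and the inflammatory list in mice labelled *Il10*-/- became called at 0.39. Normexp gave 0 genes at baseline, 242 in mice labelled WT, 0 in mice labelled *Il10*-/- and 0 shared. There limma's unadjusted p was below 0.05 for 80 features at baseline and 436 in mice labelled *Il10*-/-, of 11433. Both are fewer than chance gives on average, so these counts of 0 decide little. Normexp also gave −0.26 for T-cell genes in mice labelled WT (no longer called), and differences of −0.45 for interferon (called), −0.040 for MHC class II, −0.12 for T-cell, 0.25 for DNA repair genes, −0.35 for *Ifit1* and −0.59 for *Ifit3*. Without the background filter 71 genes were called at baseline. The processed table gave 56 at baseline and a *Ccng1* difference of 0.0019. Scaling to the reference array gave 79 at baseline, a called T-cell difference of 0.27 and a *Ccng1* difference of 0.0073. Scaling to detected probes gave 30 at baseline, a called T-cell difference of 0.27 and a *Ccng1* difference of 0.10. With the well-above-background filter the differences were 0.00011 for interferon, 0.33 for T-cell (called), 0.0050 for Th1 and 0.014 for DNA repair genes.

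Without moderation 8, 692 and 332 genes were called at baseline, in mice labelled WT and as shared, where shared counts are of genes that changed in the same direction. A rate of 5% alone gave 74 at baseline, 2418 and 3629 in the responses and 1410 shared. With all groups in 1 fit 1905 were called in mice labelled WT. With the slide as a replicate block 355 were called at baseline, and no other count, list or named gene tested with it changed its call.

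With replicates 1 and 2 averaged, which leaves fewer samples, 698 and 744 genes were called in the responses and 318 were shared. Th1 genes in mice labelled WT were 0.061, the MHC class I difference −0.34 (called), the inflammatory list in mice labelled *Il10*-/- 0.33 (called) and the *Ifit3* difference −0.12. With the liver and heart covariates 33 and 614 genes were called in the responses, 6 in the interaction and 22 as shared. Collagens at baseline were −0.30, T-cell genes −0.39 and the inflammatory list 0.017 in mice labelled WT, all no longer called, and collagens 0.69 became called. MHC class I was −0.15, Th1 0.072 and *Serpina1a*, itself a gene of the covariate, −0.16 in mice labelled WT. The differences between genotypes were 0.0045 for p53, 0.074 for interferon, 0.038 for MHC class I, 0.090 for Th1 and 0.022 for DNA repair genes, and 0.84 for MHC class II and 0.37 for T-cell genes, both called.

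Under fry the collagens at baseline (−0.36), MHC class I (0.74), T-cell (−0.81), DNA repair (−0.53) and inflammatory genes (0.98) in mice labelled WT and MHC class I in mice labelled *Il10*-/- (0.45) were no longer called, and collagens in mice labelled WT (0.75) became called. With an estimated correlation these were also not called, and neither were the other called lists, at unchanged means of 1.11 and 0.90 at baseline, 1.36, 1.49, −2.21 and −3.30 in mice labelled WT, and 1.16, 1.39, −2.0, −3.35, −0.54, −0.59 and 0.97 in mice labelled *Il10*-/-. Without the genes of the paper's list of baseline genes and Tables 2 and 3, the inflammatory list in mice labelled WT (0.76) was no longer called. The Th1 difference was then 0.045.

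Leaving out each array in turn gave 44 to 167 genes at baseline, the fewest without replicate 4 of the mice labelled WT. The Th1 value in mice labelled WT ran from −0.24 to 0.022 and the inflammatory value in mice labelled *Il10*-/- from 0.16 to 0.37. Differences between genotypes ran from −0.30 to −0.072 for p53, −0.21 to −0.0084 for interferon, −0.40 to −0.13 for MHC class I, −0.036 to 0.41 for MHC class II, 0.12 to 0.42 for T-cell, −0.14 to 0.13 for Th1 and −0.11 to 0.039 for DNA repair genes, and from −0.065 to 0.43 for *Ifit1* and −0.19 to 0.46 for *Ifit3*. The signal over background limits the dim probes, and a fold against a group with no array well above it is given as a bound.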

Differences from the paper's values

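Tests with the scaling to detected probes and to the reference array of the authors' table were chosen only after the result was seen.

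For the baseline comparison the paper's count of genes lower in mice labelled *Il10*-/- is 35, and 0 were called here; none of the 14 alternatives set before the data were examined comes within 1.5-fold. Of the paper's list, the copy used holds 152 entries, 23 of them lower, and all 152 had the same sign here, with 87 of 148 tested called.

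For the response of mice labelled WT the paper's count is 2075 features, and 1263 were called here; for genes the paper's count is 1844, against 1145 here. Both fall within 1.5-fold with the 75th percentile, quantile normalization, no background filter, the processed table, all groups in 1 fit, a rate of 5% alone and the replicate block, and without unirradiated replicate 5 or irradiated replicate 4, but not under the other 7 alternatives. Of genes that fell, the paper's count is 751 and 382 were called here. That count falls within 1.5-fold with the 75th percentile, quantile normalization, the processed table, all groups in 1 fit, a rate of 5% alone, and without unirradiated replicate 5, but not under the other 9.

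For genes that rose in mice labelled *Il10*-/- the paper's count is 994, against 556 here. It falls within 1.5-fold without the background filter, with the processed table and with a rate of 5% alone, but not under the other 11 alternatives or with any array left out.

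The paper's count of shared genes is 1004, against 606 here. It falls within 1.5-fold with the 75th percentile, quantile normalization, the processed table, all groups in 1 fit, a rate of 5% alone, and without unirradiated replicate 5 labelled WT, but not under the other 9. Of shared genes that rose the paper's count is 527, against 292 here, within 1.5-fold with the processed table and a rate of 5% alone only. Of those that fell the paper's count is 477, against 313 here, within 1.5-fold with the 75th percentile, quantile normalization, no background filter, no 1.5-fold filter, the processed table, all groups in 1 fit, a rate of 5% alone, and without unirradiated replicate 5 labelled WT or unirradiated replicate 4 labelled *Il10*-/-, but not under the other 7.

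Scaling to the probes well above background on every array, which was chosen after the values were seen, also brings these counts other than the baseline one within 1.5-fold. It gave 1692 features and 1530 genes in mice labelled WT, 742 of them falling, 811 rising genes in mice labelled *Il10*-/-, and 864 shared genes, 382 rising and 482 falling. Scaling to the reference array of the authors' table, also chosen after the values were seen, does so too, with 1833 features and 1642 genes in mice labelled WT, 635 of them falling, 850 rising genes in mice labelled *Il10*-/-, and 895 shared genes, 462 rising and 433 falling, while 6 genes were lower at baseline.

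The paper places interferon signaling and antigen presentation by MHC class I in the response of mice labelled *Il10*-/-. Here the interferon list rose by 1.49 in mice labelled WT and 1.39 in mice labelled *Il10*-/-, and the MHC class I list by 0.74 and 0.45. It describes MHC class II genes as falling in mice labelled WT and rising in mice labelled *Il10*-/-, while the list was −2.21 and −2.0 here. It places the fall of DNA repair genes in mice labelled *Il10*-/-, and the list was −0.53 in mice labelled WT and −0.59 in mice labelled *Il10*-/-, with 1 and 12 genes called. T-cell signaling, which the paper predicts as activated in mice labelled *Il10*-/-, was −0.81 and −0.54 here, and the Th1 list was −0.09 and −0.12 and not called. The paper proposes fewer responding p53 genes in mice labelled *Il10*-/-, and 13 were called as higher in mice labelled WT and 14 in mice labelled *Il10*-/-. It describes a higher inflammatory response in irradiated mice labelled *Il10*-/-, where the rise of the inflammatory list differed by −0.70. RNA of liver stays open for part of that difference. From arrays and quantitative PCR the paper describes a smaller response of *Cdkn1a* in mice labelled *Il10*-/-. The array difference of −0.96 had that direction and was not called, while a second, dimmer probe went the other way. In simulated data the interaction called only 28 of 100 changes of 2 on the log2 scale, and quantitative PCR was not analysed here. A missing call is thus no evidence against the paper's description.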

Other observations

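Tests of liver and heart RNA, of replicates 1 and 2 and of splits by features at an unadjusted p were chosen only after the result was seen.

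Replicates 1 and 2 were the closest pair in all 4 groups, ranked 1 to 4 among 190 pairs of arrays, and the same pair would be the closest in all 4 by chance with a probability of 0.001. Their liver signals differed by at most 0.0909 on the log2 scale, against a median of 3.26 in the other 36 pairs of a group, 0 of which were as close. Their heart muscle signals differed by at most 0.111, and 3 of the other 36 pairs were as close. The likeness of replicates 1 and 2 may come from 1 RNA sample, or a pool, hybridised to both arrays, although they are listed as separate mice. No biological explanation was tested.

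The genes called at baseline may owe part of their difference to RNA of liver and heart. With these signals as covariates 68 of the 142 genes were called, and all 157 features kept their sign with a median of 2.15 against 2.27, which argues against that RNA as the whole cause. The liver signal of every unirradiated array labelled *Il10*-/- lay above that of every one labelled WT, so a lost call decides nothing. The 5 called features of the liver list, of which 0 were called then, belong to the list that makes the covariate, so RNA of liver stays open for these. The inflammatory list stood at 1.07 and the glutathione list at 0.52 with the covariates, both called, which argues against it as the whole cause there.

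The share of baseline features that changed the same way after irradiation of mice labelled WT was 79.0%, and shared control arrays alone gave as much in 89 of 100 simulated draws. The simulated features differed by noise alone, so how much of that overlap the shared controls account for stays open.

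The called features correlated within groups with mature neutrophil markers at a median of 0.593, against 0.447 for all tested features. Mature neutrophil and precursor markers were higher at baseline by 1.46 (adjusted p = 2.71e-10) and 1.84 (adjusted p = 7.34e-07) in limma's camera, both also called under fry. A shift in the share of neutrophils and a change within these cells cannot be told apart, as the study picked 8 of the 12 mature and 5 of the 13 precursor markers from these arrays.

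Sequence around *Il10* from the strain in which the mutation was made was tested as a source of baseline differences. Within 20 Mb of the gene 1 of 162 features was called, against 145 of 17637 elsewhere (Fisher's exact test, 1-sided, p = 0.738), which argues against it as the source of most.

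The fall of B-cell genes after irradiation differed by 4.46 on the log2 scale between the largest and smallest fall among 16 of 24 markers well above background on every WT array. Loss of B cells as a whole and changes within them cannot be told apart, since other cells express some of the markers. At baseline the B-cell list was −0.41 (adjusted p = 0.00404; not called under fry, adjusted p = 0.893).

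*Cdkn1a* was above the highest unirradiated array on all 10 irradiated arrays, with 0 crossings and a gap of 3.05, which argues against an exchange of dose labels.

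Chance could be excluded for the counts at baseline, in mice labelled WT and in mice labelled *Il10*-/-, where 1 of 100 splits of the arrays, the real one, gave as many called features in each. For the classifiers 2 of 100 splits did so in each direction, the real one included, so chance could be excluded there too. Of the 16 splits that part the arrays of every slide, the real one alone gave as many in each of these 3 comparisons. In the interaction 0 features were called in limma, which 100 of 100 splits reach whatever the data, so that count decides nothing. At an unadjusted p below 0.05 there were 1301 features, and 23 of 100 splits gave as many, so chance could not be excluded there. Splits that part the arrays of every slide were not tried for the interaction. With the slide as a replicate block 1654 features had that p, and no splits were made for this fit.

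Lists not reported elsewhere gave the following values in limma's camera. At baseline, relative to all genes, p53 targets were 0.39 (adjusted p = 0.00516), MHC class I 0.51 (adjusted p = 0.0013), MHC class II −0.32 (adjusted p = 0.125), T-cell signaling 0.28 (adjusted p = 0.0155), interferon-stimulated genes 0.22 (adjusted p = 0.0445), DNA repair 0.06 with a median of −0.02, NK cells 0.47 (adjusted p = 0.00921), platelets 0.60 (adjusted p = 0.0207), monocytes 0.18 and erythroid genes −0.17. After irradiation NK cell genes changed by 0.33 in mice labelled WT and 0.31 in mice labelled *Il10*-/-, and monocyte genes by −0.06 and −0.38, none called. Under fry the monocyte change in mice labelled *Il10*-/- became called (adjusted p = 0.0168), although the median of that list was 0.01. Mature neutrophil markers changed by 0.34 and −0.11, not called, and precursor markers by −0.34, not called, and −1.42 (adjusted p = 0.0167). The glutathione list rose by 1.39 in mice labelled WT (adjusted p = 1.69e-05) and by 0.31 in mice labelled *Il10*-/- (adjusted p = 0.092). Under fry none of these baseline calls held, nor that of the precursor markers, while that of the glutathione list in mice labelled WT did.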
